# Physiological and transcriptomic analyses reveal the roles of secondary metabolism in the adaptive responses of *Stylosanthes* to manganese toxicity

**DOI:** 10.1186/s12864-020-07279-2

**Published:** 2020-12-03

**Authors:** Yidan Jia, Xinyong Li, Qin Liu, Xuan Hu, Jifu Li, Rongshu Dong, Pandao Liu, Guodao Liu, Lijuan Luo, Zhijian Chen

**Keywords:** *Stylosanthes*, Manganese toxicity, Oxidative stress, Secondary metabolism, Transcription factor, Transcriptomics, Heavy metal

## Abstract

**Background:**

As a heavy metal, manganese (Mn) can be toxic to plants. Stylo (*Stylosanthes*) is an important tropical legume that exhibits tolerance to high levels of Mn. However, little is known about the adaptive responses of stylo to Mn toxicity. Thus, this study integrated both physiological and transcriptomic analyses of stylo subjected to Mn toxicity.

**Results:**

Results showed that excess Mn treatments increased malondialdehyde (MDA) levels in leaves of stylo, resulting in the reduction of leaf chlorophyll concentrations and plant dry weight. In contrast, the activities of enzymes, such as peroxidase (POD), phenylalanine ammonia-lyase (PAL) and polyphenol oxidase (PPO), were significantly increased in stylo leaves upon treatment with increasing Mn levels, particularly Mn levels greater than 400 μM. Transcriptome analysis revealed 2471 up-regulated and 1623 down-regulated genes in stylo leaves subjected to Mn toxicity. Among them, a set of excess Mn up-regulated genes, such as genes encoding PAL, cinnamyl-alcohol dehydrogenases (CADs), chalcone isomerase (CHI), chalcone synthase (CHS) and flavonol synthase (FLS), were enriched in secondary metabolic processes based on gene ontology (GO) analysis. Numerous genes associated with transcription factors (TFs), such as genes belonging to the C2H2 zinc finger transcription factor, WRKY and MYB families, were also regulated by Mn in stylo leaves. Furthermore, the C2H2 and MYB transcription factors were predicted to be involved in the transcriptional regulation of genes that participate in secondary metabolism in stylo during Mn exposure. Interestingly, the activation of secondary metabolism-related genes probably resulted in increased levels of secondary metabolites, including total phenols, flavonoids, tannins and anthocyanidins.

**Conclusions:**

Taken together, this study reveals the roles of secondary metabolism in the adaptive responses of stylo to Mn toxicity, which is probably regulated by specific transcription factors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07279-2.

## Background

Of the mineral nutrients, manganese (Mn) is essential for plant growth and participates in a series of metabolic processes, such as photosynthesis, respiration, secondary metabolism and protein biosynthesis [1]. Mn acts as a cofactor of many enzymes, such as superoxide dismutase (SOD) and enzymes involved in the tricarboxylic acid cycle. Mn also plays roles in flavonoid and lignin biosynthesis [2]. As a trace element, Mn is only required in small amounts of 20–40 mg Mn per kilogram dry weight for most plants [3]. However, Mn is also considered to be a heavy metal that can cause phytotoxicity when it reaches the level of 150 mg per kilogram dry weight in plants [1].

In soils, available Mn levels fluctuate from 450 to 4000 mg per kilogram, and Mn solubility is mainly dependent on pH values and redox conditions [4, 5]. Hence, excess Mn toxicity generally occurs in acid soils due to the accumulation of bioactive divalent Mn (II) [5, 6]. Consequently, soil amelioration, such as lime application, is typically conducted to alleviate Mn toxicity by decreasing Mn availability, but this application is costly from both economic and environmental aspects [7]. For these reasons, breeding crop varieties with superior Mn tolerance represents a sustainable alternative agronomical strategy, but this strategy requires better understanding of how plants respond to Mn toxicity. Although morphological changes in plants grown under the condition of Mn toxicity vary among plant species, the appearances of Mn toxicity reported in most plants generally include leaf chlorosis, brown spots, crinkled leaves and brown roots, and ultimately plant growth inhibition [8, 9]. Adverse impacts caused by Mn toxicity have also been documented in plant cells at physiological levels, such as triggering oxidative stress, causing lipid peroxidation, inhibiting enzyme activity, impairing chlorophyll biosynthesis and photosynthesis and disturbing the uptake and translocation of other mineral elements [1, 9].

To counteract Mn toxicity, plants are equipped with sophisticated adaptive strategies to detoxify Mn, such as modified Mn translocation and distribution, sequestration of Mn into subcellular compartment, antioxidant system activation, and adjusted root organic acid exudation [9]. Cumulative results show that reactive oxygen species (ROS) scavenging systems involving antioxidant enzymes, including peroxidase (POD) and ascorbate peroxidase (APX), are regulated by the plant’s response to Mn toxicity, thereby alleviating excess Mn-induced oxidative stress [10, 11]. Furthermore, secondary metabolic processes and metabolites, such as phenolics, flavonoids and phenylalanine, are regulated by Mn stress in plants [2, 12, 13], suggesting the potential roles of secondary metabolism in the adaptation of plants to Mn toxicity. To date, some key genes have been characterized that participate in Mn uptake, translocation and distribution and help plants address environmental Mn stress [14, 15]. For example, as one of the natural resistance-associated macrophage protein (Nramp) members, OsNramp3 in rice (*Oryza sativa*) is a plasma membrane Mn transporter and responsible for Mn distribution from young leaves and panicles to old tissues, thereby protecting plants from Mn toxicity [16]. Metal tolerance proteins (MTPs) belonging to the cation diffusion facilitator (CDF) family, such as ShMTP1 from the Caribbean stylo (*Stylosanthes hamata*) [17], OsMTP8.1 and OsMTP8.2 from rice [18, 19], AtMTP8 from *Arabidopsis* [20], CsMTP8 from cucumber (*Cucumis sativus*) [21] and CasMTP8 from the tea plant (*Camellia sinensis*) [22], are involved in sequestering Mn into the vacuole for detoxification. Although the roles of the above genes have been functionally characterized, the transcriptome profiles of Mn-responsive genes in plants have not been fully elucidated. Studying the responses of plants to varying Mn concentrations is useful to determine how plants cope with Mn toxicity.

Stylo (*Stylosanthes* spp.) is a dominant tropical legume that is widely grown in tropical areas worldwide [23, 24]. Superior Mn tolerance is observed in the stylo compared to other legumes [25]. Recently, it has been documented that high Mn adaptability in stylo may be achieved by its fine regulation of proteins involved in specific pathways, such as defense response, photosynthesis and metabolism [11]. Furthermore, important roles of organic acids, such as malate, in stylo adaptation to Mn toxicity have been reported; a malate dehydrogenase (SgMDH1) enzyme that is up-regulated in response to Mn catalyzes malate synthesis and contributes to Mn detoxification [26]. Although stylo has considerable potential for Mn tolerance, the effects of excess Mn toxicity on profile alterations in the gene expression of stylo have not been reported, and the molecular responses of stylo to Mn stress remain largely unknown. Previous studies have paved the way for the current study dissecting the molecular responses of stylo to Mn toxicity. Accordingly, in this study, the effects of various Mn concentrations on the physiological changes in stylo were first investigated. Transcriptomic analysis of Mn-responsive genes in stylo leaves was further performed using an RNA-seq approach. The results of this study provide a platform to understand the adaptive responses of stylo to Mn toxicity and the genes involved.

## Results

### Effects of excess Mn stress on stylo growth

Thirty-day-old stylo plants were subjected to Mn treatments ranging from 5 to 800 μM MnSO_4_ for 10 d. Leaf chlorosis, a symptom of Mn toxicity, was observed in stylo leaves treated with greater than 200 μM Mn, especially 400 and 800 μM Mn (Fig. 1a). O_2_^−^ levels were observed in leaves based on nitroblue tetrazolium chloride (NBT) staining (Fig. 1b). O_2_^−^ accumulation was mainly observed in leaves treated with excess Mn compared with the control (5 μM), and the most intense blue color was observed in leaves treated with 800 μM Mn (Fig. 1b). Consistent with this finding, increases in malondialdehyde (MDA) levels were observed in stylo leaves subjected to high Mn stress. MDA concentrations in leaves exposed to 400 and 800 μM Mn treatments were 55.4 and 103.9% greater, respectively, compared with control conditions (Fig. 1c). Furthermore, the relative electrolyte leakage of stylo leaves was significantly increased under Mn treatments exceeding 200 μM (Additional file 1: Fig. S1). In contrast, leaf chlorophyll concentrations were decreased by 35.0–79.1% upon treatment with 200 to 800 μM Mn compared with the control (Fig. 1d). Similarly, the maximum quantum yield of photosystem II (*F*v/*F*m) significantly declined in stylo under Mn treatments from 200 to 800 μM Mn compared with the controls (Additional file 1: Fig. S1), suggesting that photosynthesis was inhibited by Mn toxicity.

**Fig. 1:**
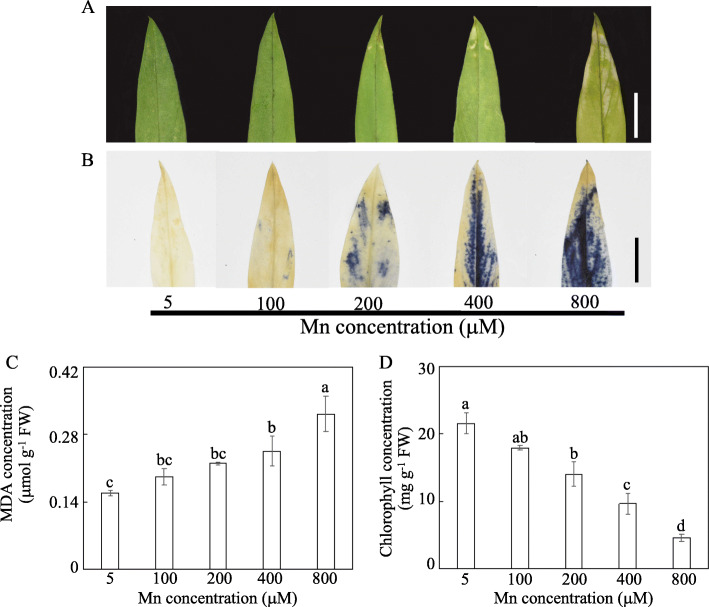
Effects of different Mn treatments on stylo growth. **a** Stylo leaves with different Mn treatments. **b** NBT staining of stylo leaves treated with different Mn concentrations. **c** MDA concentrations in leaves. **d** Chlorophyll concentrations in leaves. Thirty-day-old stylo plants were treated with 5, 100, 200, 400 and 800 μM MnSO_4_ for 10 d. Values are the mean of three replicates with standard error bars. Different letters represent significant differences at *P* < 0.05. Bar = 1 cm

Stylo shoot and root growth were inhibited by Mn concentrations greater than 200 μM. The shoot dry weight was reduced by 29.4–50.0% with 200 to 800 μM Mn treatments, whereas root dry weight decreased by 18.3–40.2% with 200 to 800 μM Mn treatment compared with their respective controls (Fig. 2a, b). Additionally, stylo plant height decreased at Mn levels greater than 400 μM compared with the controls (Additional file 1: Fig. S1). Increases in Mn concentrations were found in both stylo shoots and roots under Mn stress. Mn concentrations in shoots and roots were increased by more than 2.2-fold and 3.5-fold with more than 100 μM Mn compared with their respective controls (Fig. 2c, d).

**Fig. 2:**
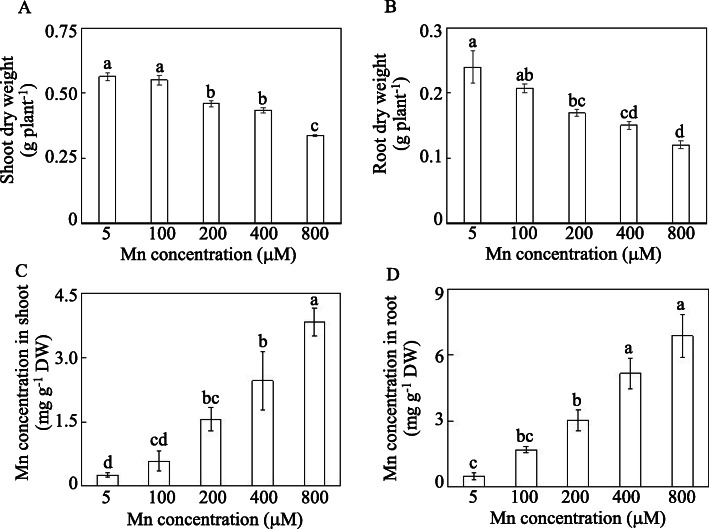
Plant dry weight and Mn concentrations in stylo under different Mn treatments. **a** Shoot dry weight. **b** Root dry weight. **c** Shoot Mn concentrations. **d** Root Mn concentrations. Thirty-day-old stylo plants were treated with 5 to 800 μM MnSO_4_ for 10 d. Values are the mean of three replicates with standard error bars. Different letters represent significant differences at *P* < 0.05

### Enzyme activity response to excess Mn

Activities of peroxidase (POD), ascorbate peroxidase (APX), polyphenol oxidase (PPO) and phenylalanine ammonia-lyase (PAL) were analyzed in stylo leaves exposed to Mn treatments. The results showed that the tested enzymes were differentially regulated by Mn (Fig. 3). Compared to their respective controls, POD and APX activities increased as Mn treatments increased from 200 to 800 μM, peaking at 400 μM Mn (Fig. 3a, b). POD and APX activities increased by 2.9-fold and 0.41-fold with 400 μM Mn treatment compared to their respective controls (Fig. 3a, b).

**Fig. 3:**
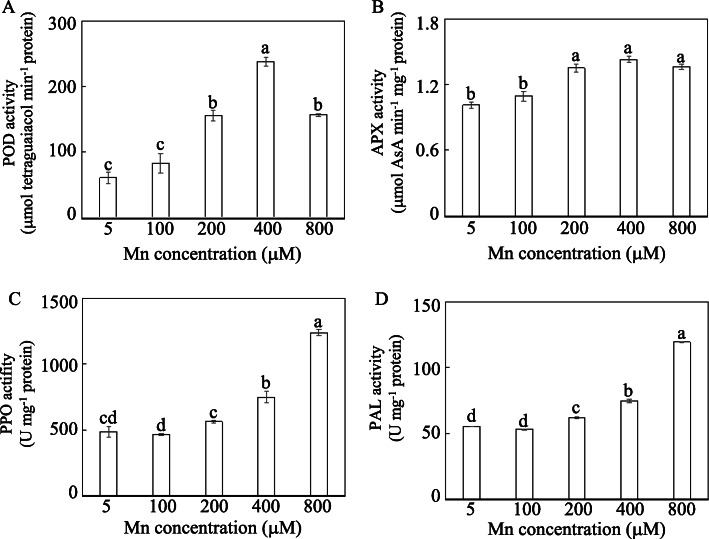
Determination of enzyme activities. **a** POD activity. **b** APX activity. **c** PPO activity. **d** PAL activity. Thirty-day-old stylo plants were treated with 5 to 800 μM MnSO_4_ for 10 d. Values are the mean of three replicates with standard error bars. Different letters represent significant differences at *P* < 0.05

In addition, increases in PPO and PAL activities were also found in stylo leaves under Mn stress, especially 400 and 800 μM Mn treatments (Fig. 3c, d). PPO and PAL activities in stylo leaves treated with 400 μM Mn were 54.7 and 35.8% increased compared with their controls (Fig. 3c, d).

### Transcriptome analysis of stylo leaves responding to Mn toxicity

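Leaf RNA of stylo, a forage legume for which the paper used no genome sequence, was sequenced after 10 d of growth under control Mn (5 μM) or Mn toxicity (400 μM), with 3 libraries per treatment. The paper's text names a directional library kit, paired-end sequencing on an Illumina HiSeq instrument, de novo assembly with Trinity, mapping of the clean reads to the assembly with Bowtie2 and estimation of transcript abundance with RSEM. It does not name a step that selected poly(A) RNA or removed ribosomal RNA. The authors deposited 1 table per library, which gives the RPKM (reads normalized by the length of the unigene and by the mapped reads of the library) of every unigene, a unigene being the assembled counterpart of a gene. The values of a library rise in equal steps for unigenes of the same length, so the whole reads behind them were recovered, within 0.01 read, as the smallest numbers that fit. Of the 51569 unigenes above 0, 43500 were above 0 in at least 4 libraries, and for the others the reads are lower limits. The library totals that these steps give were 36.1, 37.0 and 31.1 M reads (megareads) for control replicates 1, 2 and 3 and 37.8, 36.2 and 37.7 M reads for Mn toxicity replicates 1, 2 and 3. Their group means were 34.8 and 37.2 M reads. The RPKM values use these totals, not the clean reads, of which the paper reports 48.4 M reads for the control and 51.6 M reads for the Mn toxicity treatment. Whether a pair of reads counts once or for each mate is not given in the sources used here. On a unigene of 1 kb, 1 read equals 0.0265 to 0.0321 RPKM, and a value of 0 allows up to 3 reads, or 0.0795 to 0.0964 RPKM. Such floors, and the intervals given for weakly expressed unigenes, cover counting error only.
The 2 treatments were compared here by limma on log2(RPKM + 0.5), with the RPKM as deposited, an intensity trend in the variance and Benjamini-Hochberg adjustment over the 30913 unigenes with a mean RPKM of at least 0.5 over the 6 libraries. A unigene was called when its adjusted p was under 0.05 and its log2 fold change was at least 1 in size, which are the paper's limits, and the test was two-sided. Adding 0.5 draws the fold changes of weakly expressed unigenes toward 0. With 3 libraries against 3, an exact permutation test of a single unigene cannot give a p below 0.10, and the groups of 10% of unigenes would not overlap by chance.
The mapped reads were distributed unevenly. A set of 40 unigenes, chosen after the values were seen because each took at least 0.1% of the reads of a library and because its highest share was more than 8 times its lowest, held 0.972, 1.78 and 0.969% of the reads of control replicates 1, 2 and 3. In Mn toxicity replicates 1, 2 and 3, the same set held 23.7, 1.62 and 38.7%.

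**Figure D1:**
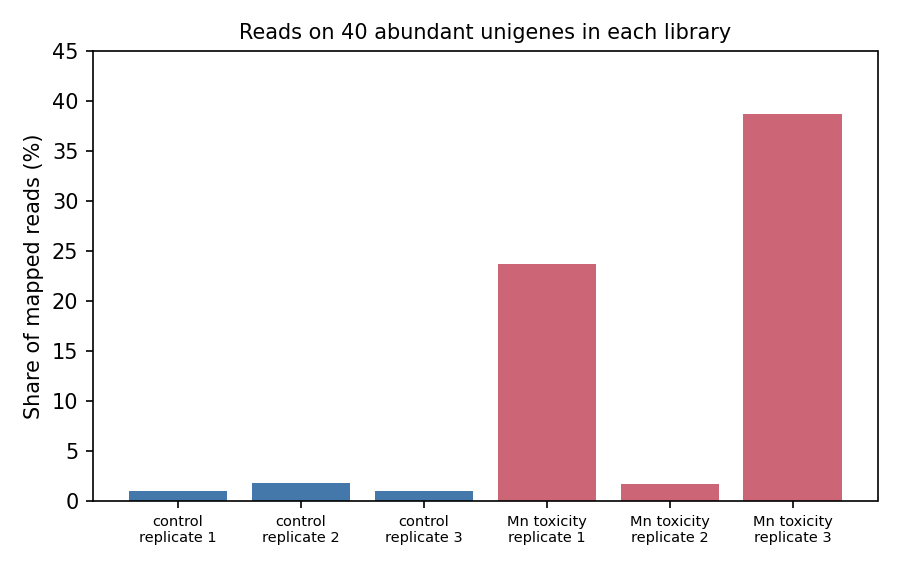
Share of the mapped reads, in percent, on the 40 abundant unigenes, with 1 bar for each of the 6 libraries. Mn toxicity replicates 1 and 3 stand at 23.7 and 38.7%, and the other 4 libraries lie between 0.969 and 1.78%.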

In this study, comparative transcriptomic analysis in stylo leaves subjected to 5 and 400 μM Mn treatments was performed. Approximately 48.4 and 51.6 million clean reads were obtained from the libraries of the stylo leaves treated under control Mn (5 μM) and toxic Mn (400 μM) conditions (Additional file 2: Table S1), respectively. As the genome sequence for stylo is not available, a de novo assembly approach was employed. 

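Each of the 6 tables of RPKM values lists 102864 unigenes. Of these, 51569 were above 0 in at least 1 library and 51295 (49.9%) were at 0 in all 6. The number above 0 in a single library was 45522, 45318 and 44108 in control replicates 1, 2 and 3, and 43096, 46361 and 40473 in Mn toxicity replicates 1, 2 and 3. The tables give no lengths, but the step between successive RPKM values does, and the shortest lengths that fit the 51569 unigenes above 0 had a median of 694 bp and a mean of 1161 bp. The lengths of the unigenes at 0 could not be recovered in this way. Among unigenes above 0 in at least 4 libraries, values of 1 read occur 9959 times and values of 2 reads 12011 times, so no minimum number of reads had been applied to single values.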

De novo assembly of the reads produced 234,557 transcripts corresponding to 102,872 unigenes from all samples (Additional file 2: Table S1). The mean lengths of transcripts and unigenes were 1132 and 869 bp, respectively (Additional file 2: Table S1).

Differentially expressed genes (DEGs) in stylo leaves exposed to Mn treatments were identified based on |log2(fold change)| ≥ 1 and *q* < 0.05. A total of 4094 DEGs were identified via comparison of the two Mn treatments (Additional file 3: Table S2). Among these genes, 2471 genes were up-regulated, while 1623 genes were down-regulated by Mn toxicity (Additional file 3: Table S2). 

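By limma, 1787 of the 30913 tested unigenes passed both limits, 646 (36.2%) of them higher and 1141 (63.9%) lower under Mn toxicity, and 7529 had an unadjusted p under 0.05. The median log2 fold change of all tested unigenes was -0.20, so the fold changes given here for the deposited RPKM lie 0.20 lower on the log2 scale than changes relative to the median unigene. The balance between the directions moved with the scaling of the libraries. After median-of-ratios scaling, 1350 unigenes were called higher and 1165 lower, and 1475 of the 1787 were among them. After quantile normalization the counts were 1304 and 1263, with a median log2 fold change of -0.02. When every library was rescaled to the same sum of RPKM, the counts were 289 and 887, and the median was -0.52. Leaving out the reads of the 40 unigenes, chosen after the data were seen, gave 1737 and 882. The excess of lower calls was thus absent after median-of-ratios scaling, quantile normalization and this omission. Of 1683 listed DEGs, 98.8% lay within 0.1 of the paper's log2 fold change after median-of-ratios scaling, against 10.2% as deposited.
With the RPKM as deposited, the number of calls also changed when 1 library was left out. In total, 390, 370 and 289 unigenes were called without control replicates 1, 2 and 3, and 423 without Mn toxicity replicate 1, with 148 to 213 higher and 141 to 210 lower among them. Without Mn toxicity replicate 2, 4977 unigenes were called, 802 higher and 4175 lower. Without Mn toxicity replicate 3, 2848 were called, 1748 higher and 1100 lower. The loss was similar without any 1 control library and without Mn toxicity replicate 1, so it does not single out 1 library. Such fits also have 1 library fewer, and how much of the loss is due to that was not tested. Fits without 1 library that are given below used the RPKM as deposited unless median-of-ratios scaling is named. The counts moved less in fits, chosen after the data were seen, that combined median-of-ratios scaling with the omission of 1 library. Against 2515 with all 6 libraries, these fits called 1725, 1760 and 1686 unigenes without control replicates 1, 2 and 3, and 2101, 3506 and 2782 without Mn toxicity replicates 1, 2 and 3.
By the log2 fold change fitted with 0.5 added, the largest rise was that of TRINITY_DN44832_c0_g1, with an RPKM of 0.0481 ± 0.0290 under control Mn and 24.1 ± 5.51 (SD, n = 3) under Mn toxicity (log2 fold change 5.46, SE 0.28, adjusted p = 5.0e-05). It was followed by TRINITY_DN56410_c0_g1, which had no read in any control library and an RPKM of 22.7 ± 12.9 (SD, n = 3) under Mn toxicity, at least 191-fold higher than the floor of 3 reads per control library. Next in that order was TRINITY_DN46202_c2_g2, which is named here after its values were seen. It had 2 reads in the control libraries and 7317 in the Mn toxicity libraries, a ratio of 3418-fold (95% interval 946 to 28228). In the other direction, TRINITY_DN46249_c0_g2 fell from 17.4 ± 0.914 (SD, n = 3) to a total of 2 reads in the 3 Mn toxicity libraries, and TRINITY_DN46530_c1_g9 fell from 9.19 ± 1.55 (SD, n = 3) to 0 in all 3. None of these 5 unigenes has a description in Tables S2 to S6, of which Table S2 was used here only in part. The next largest fitted fall among the called unigenes was that of a NAC-like transcription factor.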

Gene ontology (GO) analysis showed that the identified DEGs can be classified into 21 biological processes (BP), 17 cellular components (CC), and 11 molecular function (MF) terms (Fig. 4). The main categories in BP included cellular process, metabolic process, biological regulation and response to stimulus terms. The dominant categories in CC included cell part, organelle and membrane. Prominent MF categories included catalytic activity, transcription regulator activity and structural molecule activity (Fig. 4). Furthermore, DEGs were mainly involved in the following pathways based on Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis: ribosome, plant hormone signal transduction, plant-pathogen interaction, glutathione metabolism, phenylpropanoid biosynthesis, DNA replication, sesquiterpenoid and triterpenoid biosynthesis, and isoflavonoid biosynthesis (Fig. 5).

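The assignment of unigenes to KEGG pathways was not analysed here. The part of Table S2 used here lists 1748 of the 4094 DEGs, 1212 of them higher and 536 lower in the table. Of these, 1593 passed the minimum mean RPKM, all 1593 changed in the direction of the table under each scaling tried, and 578 (273 higher and 305 lower) were called by limma. With p adjusted over the list alone, 844 were called, which is not independent evidence because the list was chosen on these samples. The scaling moved the number called by limma, to 1027 after median-of-ratios scaling, 988 after quantile normalization and 323 after rescaling to the same sum of RPKM. Leaving out single libraries, limma called 142, 129 and 95 without control replicates 1, 2 and 3, and 155, 750 and 1006 without Mn toxicity replicates 1, 2 and 3. After median-of-ratios scaling, the same omissions left 760, 763 and 717 called, and 852, 1140 and 978.
Descriptions in that part of the table name a ribosomal protein for 55 unigenes, 52 higher and 3 lower in the table. Among the 51 that were tested, the fitted log2 fold changes ran from -1.76 to 1.36, and 10 unigenes, all higher under Mn toxicity, were called. Neither end of this range was called, as examined after the values were seen. The 3 lower unigenes had control RPKM of 1.97 ± 2.63, 1.51 ± 2.42 and 1.46 ± 1.83 (SD, n = 3). The last 2 are described by matches in Coccomyxa subellipsoidea and Rhizopus microsporus. The highest is described as chloroplast L23, at 1.25 in Mn toxicity replicate 2 against 1.05 to 1.61 in the controls. Over this list alone, 13 were called. These calls depended on the scaling, with 43 after median-of-ratios scaling and 1 after rescaling to the same sum of RPKM. With the RPKM as deposited, at most 1 was called without any 1 control library or without Mn toxicity replicate 1, 9 without Mn toxicity replicate 2 and 26 without Mn toxicity replicate 3. After median-of-ratios scaling, 37, 36 and 34 were called without control replicates 1, 2 and 3. Without Mn toxicity replicates 1, 2 and 3 that scaling gave 37, 46 and 23.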

**Fig. 4:**
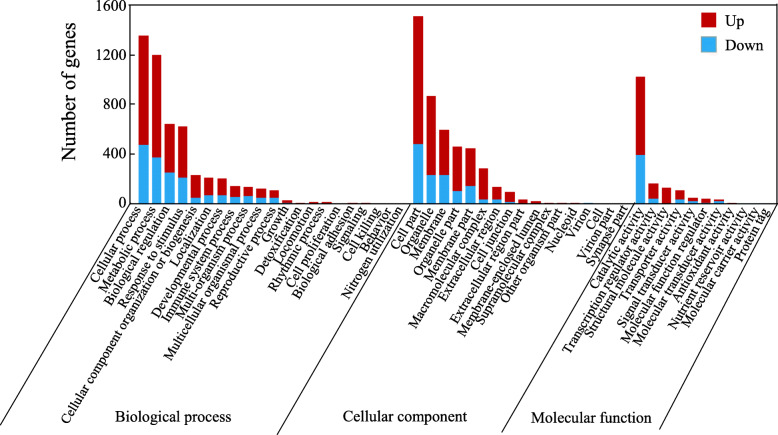
GO analysis of DEGs in stylo. The up or down-regulated genes were classified into biological process, cellular component and molecular function. X- and Y-axis indicate GO terms and the number of DEGs, respectively

**Fig. 5:**
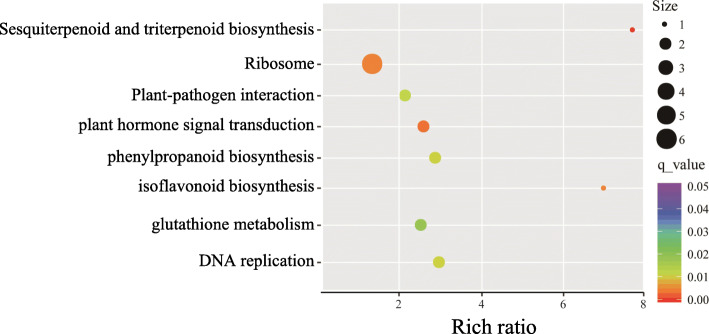
KEGG enrichment analysis of the DEGs. R package ggplot2 was used to data visualization. Rich ratio is the number of significant genes divided by background genes of corresponding pathway term. The size of the dot represents the number of DEGs and the color indicates *q*-value (the corrected *p*-value) of the pathway term

### Secondary metabolic pathways in response to Mn toxicity

According to GO analysis, a total of 1201 unigenes were predicted to be involved in metabolic processes in the BP categories, including 824 up-regulated unigenes and 377 down-regulated unigenes (Fig. 4). Among these DEGs, a set of 94 genes were enriched in seven secondary metabolic pathways (Additional file 4: Table S3). 

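The 94 entries of Table S3 stand for 63 different unigenes, because a unigene can be listed under several processes. Of the 63, 50 are higher and 13 lower in the table, and 60 passed the minimum mean RPKM. All 60 changed in the direction of the table, with the RPKM as deposited and after median-of-ratios scaling, quantile normalization and rescaling to the same sum. By limma, 21 were called, 12 higher and 9 lower, and 29 with p adjusted over the list alone, which is not independent evidence for a list chosen on these samples. The scaling moved the number called from 10 (same sum) to 37 (median-of-ratios). It was 4, 4 and 3 without control replicates 1, 2 and 3, and 3, 28 and 34 without Mn toxicity replicates 1, 2 and 3.
Under phenylpropanoid metabolic process, 9 of 31 tested unigenes were called (6 higher, 3 lower), under flavonoid metabolic process 7 of 18 (4 higher, 3 lower) and under isoflavonoid metabolic process 4 of 12 (3 higher, 1 lower). The lignin, triterpenoid, phytoalexin and phenol-containing compound catabolic processes had 1 of 9, 3 of 9, 2 of 5 and 1 of 5 tested unigenes called. After median-of-ratios scaling the 7 counts were, in this order, 18, 11, 8, 4, 5, 3 and 5. Without any 1 control library or without Mn toxicity replicate 1, at most 3, 1 and 2 unigenes of the phenylpropanoid, flavonoid and isoflavonoid processes were called and at most 1 unigene of each of the other 4 processes. Without Mn toxicity replicate 2 the counts for the first 3 processes were 14, 9 and 6, and without Mn toxicity replicate 3 they were 16, 10 and 5. For the lignin, triterpenoid, phytoalexin and phenol-containing compound catabolic processes, 3, 4, 2 and 1 were called without Mn toxicity replicate 2, and 6, 5, 2 and 2 without Mn toxicity replicate 3. After median-of-ratios scaling, the phenylpropanoid process had 9, 9 and 9 calls without control replicates 1, 2 and 3. The flavonoid process then had 10, 8 and 7, and the isoflavonoid process 4, 4 and 4. Without Mn toxicity replicate 1 that scaling gave 13, 12 and 6 for these 3 processes. The lignin process had 1 call in each of these fits.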

The top Mn-responsive genes belonged to phenylpropanoid metabolic process, flavonoid metabolic process, isoflavonoid metabolic process and lignin metabolic process (Fig. 6). Interestingly, a large number of genes in the above pathways were enhanced by Mn toxicity. For example, genes encoding PAL, β-glucosidases (GLUs), cinnamoyl-CoA reductase (CCR), cinnamyl-alcohol dehydrogenases (CADs), feruloyl-CoA 6-hydroxylases (F6Hs) and caffeic acid 3-O-methyltransferases (COMTs), were up-regulated in the phenylpropanoid biosynthesis pathway (Fig. 7). In addition, the transcript of genes encoding chalcone isomerases (CHIs), one homolog of chalcone synthase (CHS) and flavonol synthases (FLSs) associated with the flavonoid biosynthesis pathway, isoflavone 7-O-methyltransferase (I7OMT), 2-hydroxyisoflavanone dehydratase (HIDH), isoflavone 2-hydroxylase (I2H) and vestitone reductases (VRs) related to the isoflavonoid biosynthesis process was enhanced in stylo under Mn toxicity (Fig. 7). Furthermore, transcripts of *PAL* and a set of homologs of *I7OMT* and gene encoding anthranilate N-methyltransferase-like in the above pathways were increased by more than 8-fold under Mn stress (Additional file 4: Table S3).

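PAL (TRINITY_DN45073_c2_g6) had an RPKM of 0.106 ± 0.184 under control Mn and 1.04 ± 0.335 (SD, n = 3) under Mn toxicity (log2 fold change 1.36, SE 0.34, adjusted p = 0.042). Of the β-glucosidases, β-glucosidase 46 (TRINITY_DN43672_c0_g1) went from 1.01 ± 0.391 to 2.37 ± 1.31 (SD, n = 3) and was not called (log2 fold change 0.83, SE 0.43, adjusted p = 0.27). Among the fits that left out 1 library, it was called without Mn toxicity replicate 3 (adjusted p = 0.014, and 0.014 to 0.62 over all alternatives). It was also called by limma voom on the recovered reads with median-of-ratios scaling, chosen after the data were seen, and not with library totals. The CAD unigene TRINITY_DN21432_c0_g1 was the most strongly expressed of the group and rose from 29.6 ± 1.37 to 58.7 ± 2.79 (SD, n = 3), just under the limit on the fold change (log2 fold change 0.98, SE 0.18, adjusted p = 0.014). It was called without Mn toxicity replicate 2 (adjusted p = 0.0025, and 0.0020 to 0.53 over all alternatives) and after median-of-ratios scaling (log2 fold change 1.22). The other CAD unigene, TRINITY_DN45912_c0_g3, rose from 3.94 ± 0.380 to 6.58 ± 0.486 (SD, n = 3) and was not called (log2 fold change 0.67, SE 0.24, adjusted p = 0.12). Among 3 unigenes described as feruloyl-CoA ortho-hydroxylase, TRINITY_DN43107_c0_g4 was called, at 0.310 ± 0.0587 and 1.78 ± 0.593 (SD, n = 3) (log2 fold change 1.46, SE 0.32, adjusted p = 0.026). TRINITY_DN43525_c0_g1 was not called (log2 fold change 0.61, SE 0.37, adjusted p = 0.34) and its groups overlapped. TRINITY_DN40967_c0_g1 fell below the minimum mean RPKM, with 7, 14 and 6 reads in the control libraries and 72, 17 and 31 in the Mn toxicity libraries. The calls of PAL and TRINITY_DN43107_c0_g4 were lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p = 0.088 to 0.19 and 0.12 to 0.14). After rescaling to the same sum of RPKM, neither was called. The descriptions of Tables S2 to S6, as far as used here, pair no unigene with CCR, apart from a nucleotide match of a unigene described as dihydroflavonol-4-reductase, so no value is given for it.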

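The unigene described as chalcone isomerase (TRINITY_DN45798_c1_g7) rose from an RPKM of 3.28 ± 0.313 to 6.17 ± 1.28 (SD, n = 3) without passing the limits (log2 fold change 0.81, SE 0.26, adjusted p = 0.097), although its groups did not overlap. Of 3 unigenes described as CHS, TRINITY_DN46875_c3_g5 was higher under Mn toxicity, at 1.24 ± 0.339 and 3.77 ± 1.30 (SD, n = 3) (log2 fold change 1.27, SE 0.32, adjusted p = 0.045). The other 2 were lower, TRINITY_DN44420_c1_g1 at 15.1 ± 0.245 and 4.11 ± 0.396 (SD, n = 3) (log2 fold change -1.76, SE 0.23, adjusted p = 0.0027), and TRINITY_DN42629_c5_g4 with a log2 fold change of -1.15 (SE 0.30, adjusted p = 0.049). FLS (TRINITY_DN28586_c0_g1) rose from 1.55 ± 0.345 to 5.97 ± 3.95 (SD, n = 3), and was not called (log2 fold change 1.38, SE 0.53, adjusted p = 0.15). It was called, among the fits that left out 1 library, without Mn toxicity replicate 3 (adjusted p = 0.00089, and 0.00089 to 0.43 over all alternatives). HIDH TRINITY_DN56723_c0_g1 rose from 0.954 ± 0.260 to 2.88 ± 0.957 (SD, n = 3) (log2 fold change 1.19, SE 0.32, adjusted p = 0.053) and was called only without Mn toxicity replicate 2 (adjusted p = 0.034, and 0.018 to 0.33 over all alternatives) among the fits that left out 1 library. A second HIDH unigene, TRINITY_DN48027_c2_g1, had a log2 fold change of 0.70 and was not called.
I2H TRINITY_DN44414_c1_g10 went from 0.426 ± 0.0579 to 2.27 ± 0.260 (SD, n = 3) (log2 fold change 1.58, SE 0.28, adjusted p = 0.012), while I2H TRINITY_DN46084_c0_g1, with a log2 fold change of 0.62, was not called. VR TRINITY_DN45162_c2_g1 rose from 9.02 ± 0.428 to 20.6 ± 3.25 (SD, n = 3) (log2 fold change 1.14, SE 0.22, adjusted p = 0.017). VR TRINITY_DN45126_c0_g2 stayed under the limit on the fold change, at 0.95, and passed it without Mn toxicity replicate 3 (adjusted p = 0.0066, and 0.0024 to 0.55 over all alternatives). A unigene described as flavonoid 3',5'-hydroxylase (TRINITY_DN46520_c2_g1) was lower under Mn toxicity (log2 fold change -1.47, SE 0.34, adjusted p = 0.032). Apart from CHS TRINITY_DN44420_c1_g1, every unigene called here lost its call without any 1 control library or without Mn toxicity replicate 1, with adjusted p of 0.11 to 0.24 and 0.20 to 0.23 for the CHS unigenes TRINITY_DN46875_c3_g5 and TRINITY_DN42629_c5_g4, 0.079 to 0.096 for I2H, 0.073 to 0.12 for VR and 0.087 to 0.17 for flavonoid 3',5'-hydroxylase. After median-of-ratios scaling, FLS, HIDH TRINITY_DN56723_c0_g1 and VR TRINITY_DN45126_c0_g2 were called as well, and CHS TRINITY_DN42629_c5_g4 was not.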

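The PAL unigene had 3 reads in control replicate 1 and none in control replicates 2 and 3, against 10, 13 and 7 reads in the Mn toxicity libraries. Corrected for the library totals, the ratio of these reads is 9.34-fold (95% interval 2.91 to 47.8), from an exact interval on the counts alone. Descriptions name I7OMT for 8 unigenes of Table S3, all higher in the table, and 3 were called. The largest change of the called ones was that of TRINITY_DN44956_c1_g12, with an RPKM of 0.587 ± 0.0795 and 4.69 ± 0.449 (SD, n = 3) (log2 fold change 2.26, SE 0.27, adjusted p = 0.0021), which kept its call with each library left out in turn. Without the added 0.5, the log2 ratio of its group means was 3.00, and 3.28 after median-of-ratios scaling. TRINITY_DN47159_c2_g8 had a log2 fold change of 1.91 and lost its call without control replicates 2 or 3 or Mn toxicity replicate 1 (adjusted p = 0.054 to 0.12). TRINITY_DN47159_c2_g2 changed by 1.74 on the log2 scale and lost its call without control replicates 1 or 3 or Mn toxicity replicate 1 (adjusted p = 0.065 to 0.10). The other 5 had fitted log2 fold changes of 0.65 to 1.61. The highest of them, TRINITY_DN44956_c1_g10, rested on 1 library, with 100, 1 and 14 reads in Mn toxicity replicates 1, 2 and 3 against 2 reads in the 3 control libraries, a ratio of 53.7-fold (95% interval 14.5 to 449), and its groups overlapped. It was called without Mn toxicity replicate 2 (adjusted p = 0.031, and 0.0028 to 0.49 over all alternatives), and TRINITY_DN43492_c0_g7 without Mn toxicity replicate 3 (adjusted p = 0.0025, and 0.0025 to 0.55 over all alternatives) and, like TRINITY_DN47159_c2_g1, after median-of-ratios scaling. In all, the number of I7OMT unigenes called was 2, 2 and 1 without control replicates 1, 2 and 3, and 1, 4 and 4 without Mn toxicity replicates 1, 2 and 3. Unigenes of one assembly component, such as those named TRINITY_DN47159_c2, can share reads.
Anthranilate N-methyltransferase-like TRINITY_DN45746_c1_g3 had 5, 3 and 1 reads in the control libraries and 72, 1 and 18 in the Mn toxicity libraries, of whose summed RPKM replicate 1 held 79.1%. The log2 ratio of its group means was 3.26, and 3.58 after median-of-ratios scaling. It was not called (log2 fold change 1.17, SE 0.60, adjusted p = 0.27). Among the fits that left out 1 library, it was called without Mn toxicity replicate 2 (adjusted p = 0.028, and 0.028 to 0.67 over all alternatives), and it was called with a replicate block. The second unigene of that description, TRINITY_DN41873_c3_g2, rose from 26.2 ± 2.00 to 48.1 ± 9.44 (SD, n = 3), under the limit on the fold change (log2 fold change 0.85, SE 0.21, adjusted p = 0.041), and was called after median-of-ratios scaling. The paper reasons from the increased transcripts of PAL and of genes for later steps, such as CCR, CADs, F6Hs and PODs (Fig. 7). It sets them beside a proteomic study of stylo and its own measurement of higher PAL enzyme activity in leaves under excess Mn. From these it proposes that stylo activates phenylpropanoid biosynthesis to counteract Mn stress. The paper also measured higher levels of total phenols, flavonoids, tannins and anthocyanidins in such leaves. It proposes that this accumulation might be due to the regulation of genes such as PAL and CAD. Neither the enzyme activity nor the metabolites were analysed here.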

**Fig. 6:**
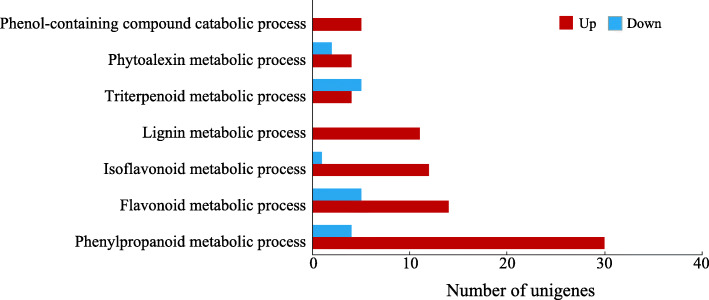
DEGs related to secondary metabolism in stylo’s response to Mn toxicity

**Fig. 7:**
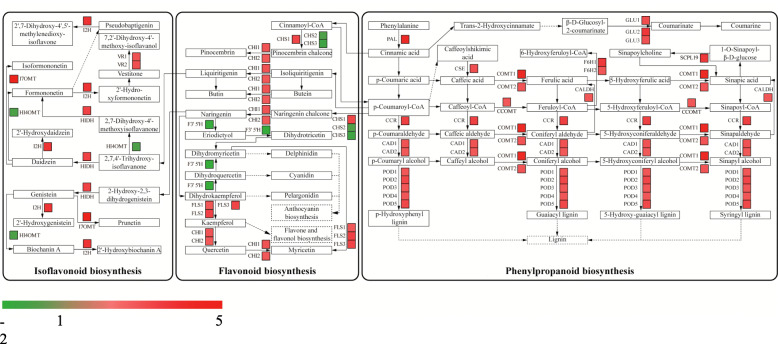
DEGs associated with phenylpropanoid, flavonoid and isoflavonoid biosynthesis pathways. DEGs were mapped to the reference pathways in KEGG. Gene transcripts are presented as a heatmap for log_2_(fold change) of gene transcription between control (5 μM) and Mn toxicity (400 μM) treatments. Gene expression levels range from red (up-regulated) to green (down-regulated). The copyright permission to use and modify these secondary metabolism pathways in the figure has been granted from KEGG

### Transcription factors involved in stylo responses to Mn toxicity

A total of 123 DEGs were enriched in transcription factors (TFs) (Additional file 5: Tables S4). Among them, the largest group of TFs belonged to the AP2 family with 23 up-regulated and 1 down-regulated genes. 

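Of the 123 unigenes of Table S4, 96 are higher and 27 lower in the table, and 107 passed the minimum mean RPKM, all of which changed in the direction of the table under each scaling tried. By limma, 37 were called, 21 higher and 16 lower, and 56 with p adjusted over the list alone, a list that the study chose on these samples. Rescaling to the same sum of RPKM left 23 called, and median-of-ratios scaling 65. The number called was 12, 10 and 8 without control replicates 1, 2 and 3, and 14, 46 and 81 without Mn toxicity replicates 1, 2 and 3.
In the AP2 family, 21 of 24 unigenes were tested and 5 were called, all higher under Mn toxicity. Fitted log2 fold changes of the family ran from -1.09 (TRINITY_DN46022_c4_g5, not called) to 2.65 (the TINY transcription factor). The number of AP2 unigenes called was 2, 2 and 2 without control replicates 1, 2 and 3, and 3, 9 and 13 without Mn toxicity replicates 1, 2 and 3. After median-of-ratios scaling it was 15, after quantile normalization 16 and after rescaling to the same sum 3. Median-of-ratios scaling without control replicates 1, 2 and 3 gave 12, 13 and 12 AP2 calls. The same scaling without Mn toxicity replicates 1, 2 and 3 gave 14, 19 and 12. In the HLH, NAM and HSF families, 3 of 15, 4 of 9 and 1 of 5 tested unigenes were called. Without any 1 control library or without Mn toxicity replicate 1, at most 1 unigene of each of these families was called. After median-of-ratios scaling these families had 7, 7 and 4 calls. Without Mn toxicity replicate 3 the counts for HLH, NAM and HSF were 13, 7 and 5, and without Mn toxicity replicate 2 they were 4, 5 and 1.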

Other DEGs encoding TFs included 22 *MYBs*, 16 *ZFs*, 15 *HLHs*, 11 *NAMs*, 9 *WRKYs*, 5 *HSFs*, 5 *TCPs*, 3 *GRASs*, 2 *EINs*, and one of each of the following genes: *NF*-*X1*, *K*-*box*, *QLQ*, *PHD*, *SRF*-*TF*, *Homeobox*, *E2F*-*TDP*, *CCT*, *B3*, *HB* and *SBP* (Fig. 8). Among them, 11 genes were significantly increased by greater than 8-fold under Mn toxicity: *DREB group protein*, *protein PPLZ02*, *dehydration-responsive element-binding protein 1E-like*, *ethylene*-*responsive transcription factor 4* and *TINY transcription factor* belonging to the AP2 family; *myb*-*related protein Zm1* belonging to the MYB family; *zinc finger of C2H2 type* belonging to the ZF family; *transcription factor bHLH18*-*like* belonging to the HLH family; *hypothetical protein LR48* belonging to the WRKY family; *heat shock factor protein HSF30*-*like* belonging to the HSF family; *hypothetical protein GLYMA* belonging to the NF-X1 family, and *MADS*-*box transcription factor 1-like isoform X1* belonging to the K-box family (Additional file 5: Table S4).

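By the ratio of the group means of RPKM, 11 of the 123 unigenes of Table S4 changed by more than 8-fold upward, and 3 more were at 0 in all control libraries. After median-of-ratios scaling the number was also 11, and after rescaling to the same sum of RPKM it was 7. In the limma fit, where 0.5 is added to each RPKM, no transcription factor had a log2 fold change above 3, although 83 of the 107 tested had an unadjusted p under 0.05. With 0.1 added, 2 passed that limit, and with limma voom on the recovered reads, chosen after the data were seen, 6 did with either scaling of the libraries (median-of-ratios or library totals).
The TINY transcription factor (TRINITY_DN44938_c3_g5) rose from an RPKM of 1.21 ± 0.254 to 10.6 ± 3.48 (SD, n = 3) (log2 fold change 2.65, SE 0.32, adjusted p = 0.0021), heat shock factor HSF30-like (TRINITY_DN44117_c1_g5) from 0.784 ± 0.186 to 7.81 ± 3.72 (SD, n = 3) (log2 fold change 2.59, SE 0.38, adjusted p = 0.0051), and myb-related protein Zm1 (TRINITY_DN45716_c1_g1) from 0.428 ± 0.175 to 3.55 ± 0.218 (SD, n = 3) (log2 fold change 2.14, SE 0.29, adjusted p = 0.0037). These 3 kept their calls with each library left out in turn. The dehydration-responsive element-binding protein 1E-like unigene (TRINITY_DN34824_c0_g1) had 3 reads in the control libraries and 77 in the Mn toxicity libraries, a ratio of 24.0-fold (95% interval 7.90 to 119). It was called (log2 fold change 1.64, SE 0.34, adjusted p = 0.022), as were bHLH18-like TRINITY_DN47808_c2_g5 (log2 fold change 1.50, SE 0.33, adjusted p = 0.027) and the NF-X1 unigene TRINITY_DN44308_c0_g5 (log2 fold change 1.43, SE 0.32, adjusted p = 0.029). All 3 calls were lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p = 0.080 to 0.11, 0.10 to 0.12 and 0.10 to 0.14).
The other 6 were too weakly expressed for the test. The DREB group protein (TRINITY_DN34824_c0_g2) had no control read and 36, 10 and 5 reads in the Mn toxicity libraries, at least 5.23-fold higher than the floor of 3 reads per control library, with 70.0% of its summed RPKM in Mn toxicity replicate 1. Protein PPLZ02 (TRINITY_DN47340_c1_g4), also without control reads, had 14, 17 and 6 reads and was at least 3.84-fold higher. Ethylene-responsive transcription factor 4 (TRINITY_DN44859_c4_g3) had 3 control reads and 39 Mn toxicity reads, a ratio of 12.1-fold (95% interval 3.86 to 61.4). The C2H2 zinc finger unigene TRINITY_DN41475_c5_g8 had 2 and 39 reads, a ratio of 18.2-fold (95% interval 4.72 to 156), and its groups overlapped. The WRKY unigene TRINITY_DN44420_c8_g1 had 118, 0 and 24 reads in Mn toxicity replicates 1, 2 and 3 against 3, 8 and 4 in the control libraries, so its rise rested on replicate 1. The MADS-box unigene TRINITY_DN43665_c3_g5 went from an RPKM of 0.0628 ± 0.0550 to 0.679 ± 0.439 (SD, n = 3). The third unigene at 0 in all control libraries, an ethylene insensitive-like protein (TRINITY_DN43410_c2_g7), is outside the list and was identified after its values were seen.

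**Figure D2:**
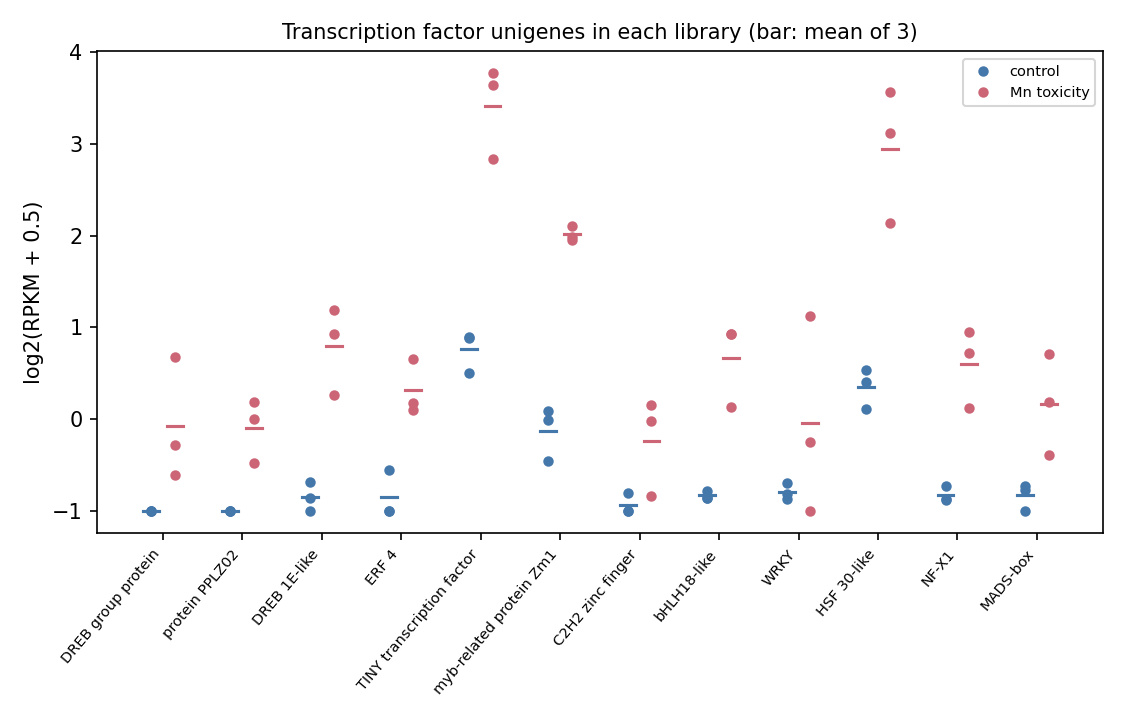
log2(RPKM + 0.5) of the 12 transcription factor unigenes in each of the 6 libraries, with 1 point per library, grouped by control Mn and Mn toxicity, and a bar at the mean of 3. For 3 unigenes (TINY, Zm1 and HSF30-like) every Mn toxicity point lies far above every control point, while the WRKY unigene at RPKM 1.67 in Mn toxicity replicate 1 has a value of 0 in replicate 2.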

**Fig. 8:**
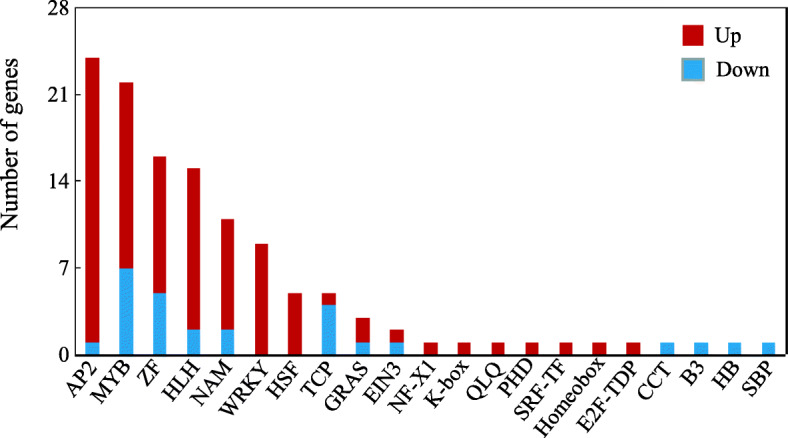
DEGs associated with transcription factors in stylo leaves. X- and Y-axis indicate the abbreviation and the number of TFs, respectively

### Protein-protein interaction network analysis

To explore the candidate TFs involved in the transcriptional regulation of genes associated with secondary metabolism in stylo during Mn exposure, the protein-protein interaction networks of DEGs related to secondary metabolic pathways and TFs were further constructed. The interaction networks contained 305 edges with 72 nodes (Fig. 9). Among them, two genes *CAD1*/*2* (TRINITY_DN21432_c0_g1 and TRINITY_DN45912_c0_g3) were regulated by six TFs, all of which belonged to C2H2 zinc finger transcription factors (TRINITY_DN12526_c0_g1, TRINITY_DN42276_c1_g1, RINITY_DN54332_c0_g1, TRINITY_DN13820_c0_g1, TRINITY_DN46140_c3_g3 and TRINITY_DN47158_c1_g1) (Fig. 9). Furthermore, *HIDH* (TRINITY_DN56723_c0_g1) can be regulated by the *MYB* gene (TRINITY_DN42931_c2_g2) and a *NAC-like transcription factor* (TRINITY_DN45594_c4_g1) (Fig. 9). In addition, genes encoding anthocyanidin reductase (TRINITY_DN52696_c0_g1) and hypothetical protein (TRINITY_DN45901_c1_g1) were the targets of the *MYB* gene (TRINITY_DN42931_c2_g2) (Fig. 9). These results suggest that the candidate TFs highlighted above may be involved in the regulation of secondary metabolism-related genes in the response of stylo to Mn toxicity.

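Among the 6 C2H2 zinc finger unigenes linked to CAD1/2, TRINITY_DN12526_c0_g1 rose from an RPKM of 5.16 ± 0.286 to 33.0 ± 2.51 (SD, n = 3) (log2 fold change 2.56, SE 0.21, adjusted p = 0.00029) and TRINITY_DN42276_c1_g1 from 3.90 ± 0.0407 to 17.6 ± 2.02 (SD, n = 3) (log2 fold change 2.04, SE 0.23, adjusted p = 0.0014). Both were called with each library left out in turn. TRINITY_DN13820_c0_g1 rose from 9.05 ± 1.01 to 26.7 ± 6.05 (SD, n = 3) (log2 fold change 1.49, SE 0.24, adjusted p = 0.0068) and was not called without control replicates 2 or 3 (adjusted p = 0.058 to 0.062). TRINITY_DN46140_c3_g3, at 22.5 ± 1.80 and 47.0 ± 12.4 (SD, n = 3), passed the limit on the fold change narrowly (log2 fold change 1.02, SE 0.23, adjusted p = 0.029) and lost its call without any 1 library other than Mn toxicity replicate 3 (adjusted p up to 0.16, and a log2 fold change of 0.82 without Mn toxicity replicate 2). TRINITY_DN54332_c0_g1 rose from 0.253 ± 0.130 to 1.02 ± 0.218 (SD, n = 3) and was not called (log2 fold change 1.02, SE 0.30, adjusted p = 0.073). Among the fits that left out 1 library, it was called without Mn toxicity replicate 3 (adjusted p = 0.035, and 0.011 to 0.32 over all alternatives), and it was called after median-of-ratios scaling. TRINITY_DN47158_c1_g1 was too weakly expressed for the test, with an RPKM of 0.127 ± 0.0507 and 0.551 ± 0.116 (SD, n = 3).
The MYB unigene TRINITY_DN42931_c2_g2, linked to HIDH and to 2 other genes, went from 0.355 ± 0.180 to 1.85 ± 0.441 (SD, n = 3) (log2 fold change 1.46, SE 0.31, adjusted p = 0.025), a call that was lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p = 0.088 to 0.15). The NAC-like unigene TRINITY_DN45594_c4_g1 went from 7.44 ± 0.128 to 15.6 ± 1.68 (SD, n = 3) (log2 fold change 1.01, SE 0.22, adjusted p = 0.025) and, among the fits that left out 1 library, was called without Mn toxicity replicate 2, since the adjusted p was up to 0.16 in the others and the log2 fold change was 0.94 without Mn toxicity replicate 3. Of the targets, anthocyanidin reductase (TRINITY_DN52696_c0_g1) had overlapping groups, at 1.52 ± 0.704 and 4.32 ± 3.47 (SD, n = 3), and was called only without Mn toxicity replicate 3 (adjusted p = 0.014, and 0.014 to 0.68 over all alternatives; with all libraries it was 0.36). The hypothetical protein (TRINITY_DN45901_c1_g1) rose from 10.9 ± 0.328 to 18.5 ± 4.52 (SD, n = 3) and was not called (log2 fold change 0.71, SE 0.24, adjusted p = 0.10). The predicted interactions themselves were not analysed here.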

**Fig. 9:**
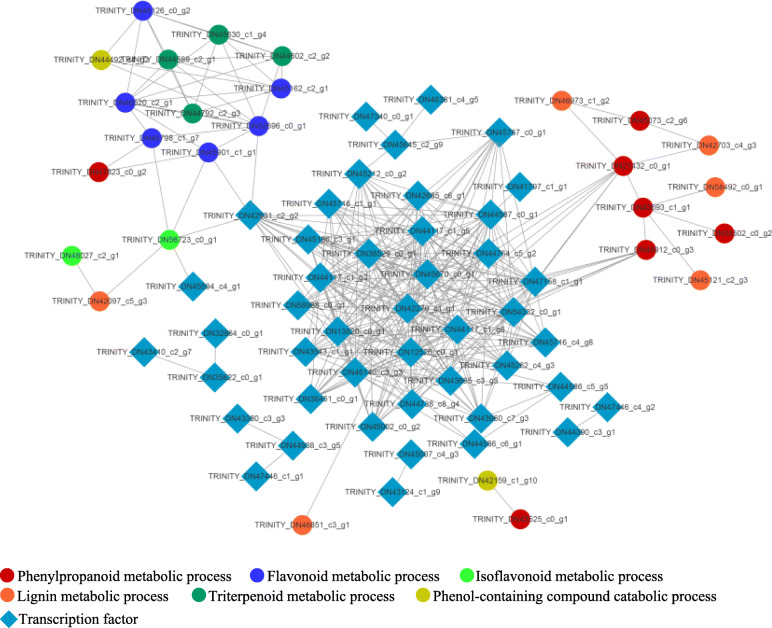
Interaction networks of DEGs related to secondary metabolism pathways and transcription factors. Gene IDs are available in Additional file 4: Table S3 and Additional file 5: Table S4. The interaction networks were constructed using Cytoscape (version 3.8.0). Nodes and edges indicate genes and interactions, respectively

### Validation of RNA-seq data using qRT-PCR

To confirm the RNA-seq data, 15 DEGs involved in secondary metabolism and TFs were further selected for qRT-PCR analysis (Fig. 10). These DEGs included 10 up-regulated and five down-regulated genes. 

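Of the 15 unigenes of Table S7, 11 passed the minimum mean RPKM, and all 11 changed in the direction of Tables S3 and S4 under each scaling tried. By limma, 7 were called, 3 of the 10 up-regulated (PAL, CHS and Zm1) and 4 of the 5 down-regulated, and 8 with p adjusted over the list alone, which the study chose on these samples. The 4 that were not tested are the DREB group protein, the C2H2 zinc finger unigene TRINITY_DN41475_c5_g8, the WRKY unigene TRINITY_DN44420_c8_g1 and WfCYC3. The number called was 2, 2 and 2 without control replicates 1, 2 and 3, and 2, 9 and 8 without Mn toxicity replicates 1, 2 and 3. The NAC-like transcription factor TRINITY_DN44067_c0_g1 fell from an RPKM of 18.5 ± 1.52 to 0.620 ± 0.168 (SD, n = 3) (log2 fold change -4.09, SE 0.26, adjusted p = 0.00011) and was called with each library left out in turn. The bHLH89-like unigene TRINITY_DN47446_c4_g2 fell from 13.8 ± 0.303 to 4.71 ± 1.15 (SD, n = 3) (log2 fold change -1.48, SE 0.25, adjusted p = 0.0093) and alcohol-forming fatty acyl-CoA reductase (TRINITY_DN33588_c0_g1) from 3.80 ± 0.196 to 1.27 ± 0.646 (SD, n = 3) (log2 fold change -1.34, SE 0.33, adjusted p = 0.037). Both lost their calls without any 1 control library or without Mn toxicity replicate 1 (adjusted p = 0.075 to 0.096 and 0.16 to 0.21). WfCYC3 (TRINITY_DN46155_c5_g3) had 19, 23 and 20 reads in the control libraries and 2, 6 and 0 in the Mn toxicity libraries. The qRT-PCR values were not analysed here.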

The results showed a significant correlation (R^2^ = 0.887, *p* < 0.01) between the RNA-seq data and qRT-PCR results (Fig. 10), suggesting the reliability of the RNA-seq data.

**Fig. 10:**
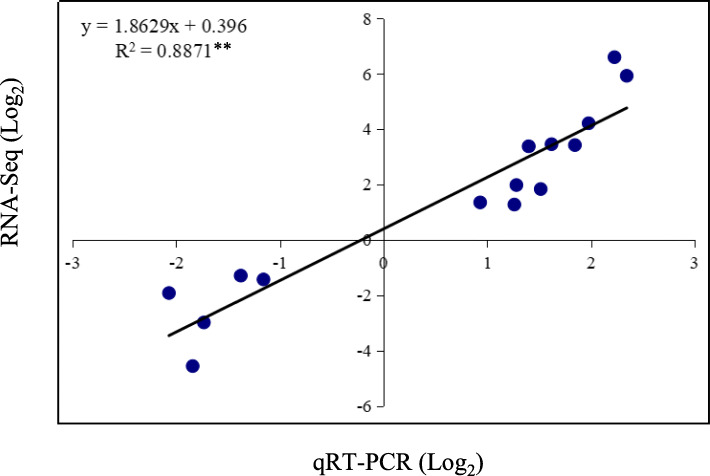
Correlation analysis of gene expression between transcriptome data and qRT-PCR results. Ten up-regulated and five down-regulated DEGs were selected for qRT-PCR analysis. Transcriptome data were plotted against data from qRT-PCR. Data are presented on a log_2_ scale

### Changes in secondary metabolite levels under Mn stress

Subsequently, the concentrations of four secondary metabolites, including total phenols, flavonoids, tannins and anthocyanidins, in stylo leaves treated with various Mn concentrations were further detected. Compared to their respective controls, the levels of total phenols, tannins and anthocyanidins in stylo leaves increased with 400 and 800 μM Mn treatments, while the concentrations of flavonoids increased with Mn treatments increasing from 200 to 800 μM, peaking at 800 μM (Fig. 11). Furthermore, the concentrations of total phenols, flavonoids, tannins and anthocyanidins in stylo leaves subjected to 400 μM Mn treatment were increased 1.1-, 1.6-, 2.1- and 7.4-fold, respectively, compared with their controls (Fig. 11). These results suggest that secondary metabolism may play a key role in stylo’s response to Mn toxicity.

**Fig. 11:**
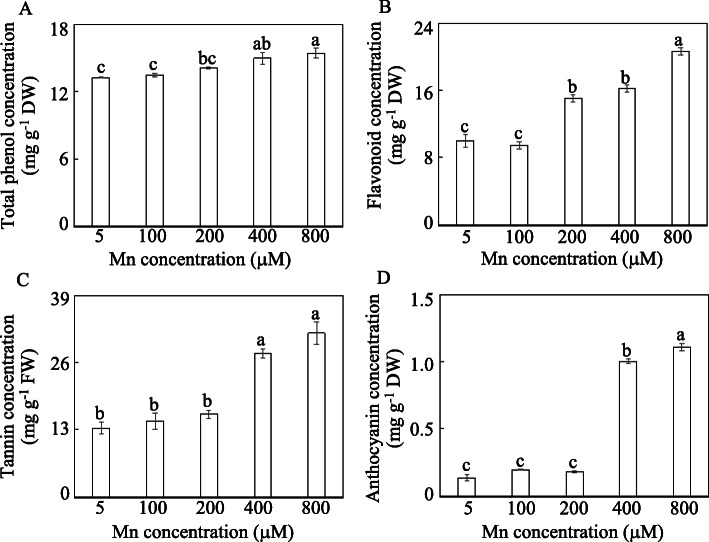
Concentrations of secondary metabolites in stylo leaves subjected to different Mn treatments. **a** Total phenols. **b** Flavonoids. **c** Tannins. **d** Anthocyanins. Thirty-day-old stylo plants were treated with 5 to 800 μM MnSO_4_ for 10 d. Values are the mean of three replicates with standard error bars. Different letters represent significant differences at *P* < 0.05

## Discussion

Although Mn is a trace element required for plant growth, Mn phytotoxicity generally occurs, especially in acid soil regions worldwide [8, 9]. Mn toxicity not only causes adverse impacts in plant cells but also threatens human health [27, 28]. In recent decades, genome-wide identification of metal responsive genes through transcriptomic techniques has been conducted to investigate the molecular mechanisms of plant adaptation to heavy metal stresses [29–31]. However, the transcriptome profiles of plants in response to Mn toxicity have not been well documented. In this study, the molecular responses of stylo to Mn toxicity were investigated through integration of physiological and transcriptomic analyses, providing potential Mn-tolerant strategies in plants for further study.

### Response of stylo to Mn toxicity

Stylo growth was inhibited by high Mn stress, as reflected by the inhibition of leaf chlorophyll concentrations and plant dry weight, especially under 400 and 800 μM Mn treatments (Figs. 1 and 2). Similarly, decreases in plant growth are also observed in ryegrass (*Lolium perenne*), white clover (*Trifolium repens*) and polish wheat (*Triticum polonicum*) under Mn toxicity [32, 33]. Stylo growth inhibition might be due to the overproduction of ROS, as indicated by the accumulation of O_2_^−^ and MDA (Fig. 1), which was supported by the results obtained from a previous study in stylo [11]. A considerable increase in oxidative stress is also found in polish wheat leaves under Mn toxicity, inhibiting shoot and root growth [33].

RNA-seq analysis was further conducted to identify DEGs in stylo’s response to Mn toxicity. The identified DEGs can be classified into numerous pathways (Fig. 4), suggesting various adjustments in stylo’s response to Mn toxicity. Among them, a large number of excess Mn-regulated genes were categorized as defense response genes, including homologous genes encoding antioxidant enzymes, such as POD and APX (Additional file 6: Table S5). This finding is consistent with a previous study demonstrating that homologous genes encoding antioxidant enzymes are up-regulated in stylo and citrus (*Citrus grandis*) in response to Mn toxicity [11, 34]. Furthermore, excess Mn up-regulation of *POD* and *APX* transcripts may result in increasing POD and APX activities in stylo leaves subjected to excess Mn toxicity (Fig. 3 and Additional file 6: Table S5), suggesting that these antioxidant enzymes may participate in ROS scavenging in stylo. In addition, 8 out of 10 genes encoding homologs to glutathione S-transferase (GST) were up-regulated by Mn toxicity (Additional file 6: Table S5). 

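Table S5 lists 631 unigenes, 418 higher and 213 lower in the table, of which 584 passed the minimum mean RPKM and changed in the direction of the table under each scaling tried. By limma, 252 were called, 132 higher and 120 lower, and 356 with p adjusted over the list alone, again a list chosen on these samples. The number called was 142 after rescaling to the same sum of RPKM and 418 after median-of-ratios scaling. It was 74, 67 and 53 without control replicates 1, 2 and 3, and 83, 322 and 393 without Mn toxicity replicates 1, 2 and 3.
Table S5 describes 5 unigenes as POD, all higher in the table, and 1 of the 5 was called. This was peroxidase P7-like (TRINITY_DN46973_c1_g2), with an RPKM of 3.62 ± 0.366 under control Mn and 10.5 ± 4.18 (SD, n = 3) under Mn toxicity (log2 fold change 1.34, SE 0.32, adjusted p = 0.033), and the call was lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p = 0.13 to 0.18). The other 4 (TRINITY_DN42703_c4_g1, TRINITY_DN44595_c5_g2, TRINITY_DN34148_c0_g1 and TRINITY_DN42381_c1_g2) had log2 fold changes of 0.74 to 0.77 with adjusted p of 0.12 to 0.33. Among them TRINITY_DN44595_c5_g2 was called without Mn toxicity replicate 3 (adjusted p = 0.0019, and 0.0019 to 0.69 over all alternatives). Peroxidase 52-like (TRINITY_DN42703_c4_g3), which Table S3 lists, rose from 0.925 ± 0.349 to 2.70 ± 1.15 (SD, n = 3) and was not called (log2 fold change 1.14, SE 0.35, adjusted p = 0.077). It was called, among the fits that left out 1 library, without Mn toxicity replicates 2 or 3 (adjusted p = 0.036 and 0.025, in a range of 0.020 to 0.36 over all alternatives). After median-of-ratios scaling it was called too (log2 fold change 1.33).
The 2 APX unigenes moved in opposite directions under each scaling tried. Cytosolic APX (TRINITY_DN40006_c1_g1) was strongly expressed and rose from 228 ± 1.61 to 430.4 ± 54.1 (SD, n = 3), under the limit on the fold change (log2 fold change 0.91, SE 0.16, adjusted p = 0.013). L-ascorbate peroxidase TRINITY_DN34482_c0_g1 fell from 1.41 ± 0.131 to 0.542 ± 0.362 (SD, n = 3) (log2 fold change -0.93, SE 0.34, adjusted p = 0.12). Neither was called by limma, both had an unadjusted p under 0.05, and 2 of 2 were called by limma voom on the recovered reads with median-of-ratios scaling, an alternative chosen after the data were seen. With library totals, limma voom called 0 of the 2. Cytosolic APX was called without Mn toxicity replicate 3 (adjusted p = 0.0021, and 0.00049 to 0.54 over all alternatives) and after median-of-ratios scaling (log2 fold change 1.16), and TRINITY_DN34482_c0_g1 without Mn toxicity replicate 2 (adjusted p = 0.023, and 0.023 to 0.36 over all alternatives).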

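Of the 10 GST unigenes, 9 passed the minimum mean RPKM and 8 were called, 6 higher and 2 lower under Mn toxicity, with 8 called over the list alone. The largest rise was that of a tau class GST (TRINITY_DN44854_c0_g3), from an RPKM of 1.37 ± 0.275 to 22.1 ± 3.70 (SD, n = 3) (log2 fold change 3.59, SE 0.26, adjusted p = 0.00016), and it kept its call with each library left out in turn. The largest fall was that of GST 5 (TRINITY_DN45343_c2_g6), from 5.47 ± 1.04 to 1.39 ± 0.287 (SD, n = 3) (log2 fold change -1.66, SE 0.28, adjusted p = 0.010), which was not called without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.098). The unigene that was tested but not called, TRINITY_DN46345_c2_g4, had a log2 fold change of 0.98 (SE 0.29, adjusted p = 0.067). A microsomal GST (TRINITY_DN46590_c1_g1) was too weakly expressed for the test, with 3, 0 and 2 reads in the control libraries and 46, 9 and 8 in the Mn toxicity libraries, where replicate 1 held 72.5% of the summed RPKM. The number of GST unigenes called was 3, 3 and 3 without control replicates 1, 2 and 3, and 4, 8 and 8 without Mn toxicity replicates 1, 2 and 3. After rescaling to the same sum of RPKM, 3 were called, and after median-of-ratios scaling TRINITY_DN46345_c2_g4 was called too.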

As a cellular detoxification enzyme, GST protects plants from oxidative damage [35, 36]. Homologous genes of *GST* play protective roles in plants against different stresses. For instance, the expression of *OsGSTLs* is enhanced by arsenic (As) stress in rice, and overexpression of *OsGSTL2* increases tolerance to As, cadmium (Cd) and chromium (Cr) stresses in transgenic *Arabidopsis* [35].

Moreover, other DEGs belonging to defense response related proteins, such as pathogenesis-related proteins (PRs), disease-resistance proteins (DRPs), heat shock proteins (HSPs), chitinases, beta-1,3-glucanases (GLUs) and late embryogenesis abundant proteins (LEAs), were also identified in this study (Additional file 6: Table S5). Homologues of these genes are regulated by Mn or other metal stresses [11, 29, 30, 37, 38], suggesting that overlap between metal stress responses may be conserved in stylo and other plants.

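Descriptions of 6 unigenes of Table S5 name pathogenesis-related (PR) proteins or genes, and 5 of them are higher and 1 lower in the table. Among these, TRINITY_DN45755_c3_g7, named here after its values were seen, is described as PTI6-like, a transcriptional activator of PR genes, and not as a PR protein. It was not called (log2 fold change 0.87, SE 0.31, adjusted p = 0.13), but it was after median-of-ratios scaling, and also without Mn toxicity replicate 3 (adjusted p = 0.0051, and 0.0014 to 0.59 over all alternatives). Of the 6, 3 were called, all of them PR proteins that were higher under Mn toxicity. By the fitted log2 fold change, the largest rise was that of pathogenesis-related protein 1-like (TRINITY_DN1347_c0_g1), from an RPKM of 12.2 ± 0.743 to 31.0 ± 8.58 (SD, n = 3) (log2 fold change 1.28, SE 0.24, adjusted p = 0.016), and it was not called without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.11). By the ratio of group means, the PR10 unigene TRINITY_DN41633_c0_g5, named here after its values were seen, rose more. It went from 1.31 ± 0.389 to 3.86 ± 1.02 (SD, n = 3) (log2 fold change 1.26, SE 0.31, adjusted p = 0.040), and it too was not called without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.23). The third called, PR10 unigene TRINITY_DN41633_c1_g1, also named after its values were seen, had the highest RPKM of the 6. It rose from 364 ± 10.6 to 813 ± 28.4 (SD, n = 3) (log2 fold change 1.16, SE 0.15, adjusted p = 0.0027). Its call was lost only without control replicate 3 (adjusted p = 0.052) among the fits that left out 1 library. Log2 fold changes of the 6 ran from -1.02 to 1.28. Without Mn toxicity replicates 2 or 3, 4 of the 6 were called, and at most 1 without any 1 control library or without Mn toxicity replicate 1. Disease resistance proteins were the largest group, with 106 unigenes, 38 higher and 68 lower in the table. Of the 97 tested, 49 were called, 13 higher and 36 lower. TMV resistance protein N-like TRINITY_DN43299_c1_g5 had no read in any control library and an RPKM of 4.41 ± 3.11 (SD, n = 3) under Mn toxicity, at least 34.4-fold higher than the floor of 3 reads per control library. TRINITY_DN48108_c3_g13 fell from 6.79 ± 1.41 to 0.759 ± 0.615 (SD, n = 3) (log2 fold change -2.65, SE 0.41, adjusted p = 0.0059) and was not called without control replicate 3 (adjusted p = 0.061). The number of disease resistance unigenes called was 9, 9 and 10 without control replicates 1, 2 and 3, and 12, 75 and 65 without Mn toxicity replicates 1, 2 and 3. After median-of-ratios scaling 82 were called, after quantile normalization 81 and after rescaling to the same sum 42. Median-of-ratios scaling without control replicates 1, 2 and 3 gave 53, 57 and 53 calls of this group. The same scaling without Mn toxicity replicates 1, 2 and 3 gave 64, 79 and 67.
Table S5 describes 5 unigenes as heat shock proteins, 3 higher and 2 lower in the table. None of the 3 heat shock protein unigenes tested was called by limma, although all 3 had an unadjusted p under 0.05, and 2 were called without Mn toxicity replicate 3. Limma voom on the recovered reads, chosen after the data were seen, called 2 with median-of-ratios scaling and 0 with library totals. Of them, heat shock protein 83 (TRINITY_DN42162_c3_g1) was highest, with a log2 fold change of 1.15 (SE 0.33, adjusted p = 0.063), and the hsp20 unigene TRINITY_DN45346_c3_g1 lowest, at -0.91 (SE 0.37, adjusted p = 0.17). Heat shock 70 kDa protein 4 (TRINITY_DN47176_c0_g1) was too weakly expressed for the test, at 0.165 ± 0.0629 and 0.791 ± 0.221 (SD, n = 3), as was the hsp82-like unigene TRINITY_DN42162_c2_g1, which is lower in the table, at 0.722 ± 0.892 and 0.0802 ± 0.0544 (SD, n = 3). The hsp82-like unigene is described by a match in Spizellomyces punctatus, and its control SD exceeded its control mean. Class I chitinase (TRINITY_DN43566_c1_g6) rose from 1.98 ± 0.317 to 8.83 ± 2.62 (SD, n = 3) (log2 fold change 1.88, SE 0.30, adjusted p = 0.0068), a call lost without control replicates 1 or 3 or Mn toxicity replicate 1 (adjusted p up to 0.071), and class II chitinase (TRINITY_DN42339_c3_g4) was not called (log2 fold change 0.83, adjusted p = 0.085). Of 6 β-1,3-glucanase unigenes, 3 were called, all higher. The most changed of them, TRINITY_DN34947_c0_g2, had 3 reads in the control libraries and 171 in the Mn toxicity libraries, a ratio of 53.3-fold (95% interval 17.9 to 261), and kept its call (log2 fold change 2.34, SE 0.30, adjusted p = 0.0027) with each library left out in turn. One β-1,3-glucanase unigene was lower, TRINITY_DN42215_c0_g1 (log2 fold change -1.29, SE 0.46, adjusted p = 0.12). The number of β-1,3-glucanase unigenes called was 2 without any 1 control library or without Mn toxicity replicate 1, 4 without Mn toxicity replicate 2 and 5 without Mn toxicity replicate 3. LEA TRINITY_DN33626_c0_g1 rose from 56.3 ± 1.87 to 131 ± 16.5 (SD, n = 3) (log2 fold change 1.21, SE 0.18, adjusted p = 0.0053) and was not called without control replicates 1 or 3 (adjusted p = 0.051 to 0.055). LEA TRINITY_DN10922_c0_g1 was called, among the fits that left out 1 library, without Mn toxicity replicate 2 (adjusted p = 0.032, and 0.017 to 0.39 over all alternatives; with all libraries it was 0.061). After rescaling to the same sum of RPKM, at most 1 unigene of each of the PR, chitinase, β-1,3-glucanase and LEA groups was called. After median-of-ratios scaling, heat shock protein 83, class II chitinase and TRINITY_DN10922_c0_g1 were called.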

### DEGs involved in secondary metabolism

A group of DEGs involved in plant secondary metabolism, such as phenylpropanoid, flavonoid and isoflavonoid biosynthesis processes, were identified in this study (Figs. 6 and 7), suggesting that secondary metabolism is regulated by Mn toxicity. In the phenylpropanoid pathway, for example, the expression of *PAL* was up-regulated by Mn stress in the transcriptome data (Fig. 7). *PAL* is a key gene that catalyzes phenylalanine to form cinnamic acid in the phenylpropanoid pathway, which plays important roles in plant stress tolerance [39, 40]. Heavy metal treatments, such as lead (Pb), increase the transcript level of *PAL* or its enzyme activity in soybean (*Glycine max*), lupine (*Lupinus luteus*) and tomato (*Lycopersicon esculentum*) [41, 42]. Accordingly, increased *PAL* transcript levels may enhance its enzyme activity in stylo’s response to Mn toxicity (Figs. 3 and 7). Furthermore, some genes encoding proteins involved in different steps in the phenylpropanoid biosynthesis pathway, such as CCR, CADs, COMTs, F6Hs and PODs, were all up-regulated in stylo subjected to Mn toxicity (Fig. 7). Similar results are found in proteomic analysis of stylo, in which a group of proteins associated with the phenylpropanoid metabolic pathway are up-regulated under excess Mn stress [11]. Therefore, these results strongly suggest that the phenylpropanoid biosynthesis process is activated in stylo to counteract Mn stress.

The flavonoid biosynthesis process is performed by a set of key genes encoding CHSs, CHIs, FLSs and F3,5H, which were found to be regulated by Mn toxicity in this study (Fig. 7). *CHS*, *CHI* and *FLS* transcripts are regulated by abiotic stresses, such as UV light, wounding and heavy metal toxicity [42–44]. For example, *CHS* is a key gene involved in regulating flavonoid biosynthesis; *CHS* expression is enhanced in Pb-exposed tomato [42]. Similarly, *CHI* expression is increased in pea roots (*Pisum sativum*) under Cd stress [45]. In addition, *ZmFLS1* in maize is induced by UV-B radiation, and high expression levels of *ZmFLS1* protect plants from UV-B stress [43]. In addition, DEGs belonging to isoflavonoid metabolism related proteins, such as HIDH, I2H, I7OMT and VRs, were also regulated by Mn stress (Fig. 7). Isoflavonoids are a predominant subclass of flavonoid metabolites that play critical roles in plant defense [46, 47].

As important osmotic regulators and ROS scavengers in plant stress tolerance, secondary metabolites are regulated by Mn stress in many plants, such as phenylalanine in *Populus cathayana* [13], lignin and flavonoid in rice [2], and phenol and callose in cowpea (*Vigna unguiculata*) [12]. Similarly, in this study, significant increases in secondary metabolites, including total phenols, flavonoids, tannins and anthocyanins, were observed in stylo leaves exposed to 400 and 800 μM Mn (Fig. 11). The accumulation of secondary metabolites might be attributed to the regulation of various genes, such as *PAL*, *CCR*, *CAD*, *CHS*, *CHI*, *FLS* and *HIDH* (Fig. 7). Cumulative results suggest that increasing gene expression can cause the accumulation of secondary metabolites. For example, increases in *CHS* and *PAL* transcripts are closely related to the increased levels of phenols, flavonoids and anthocyanins in tomato under Pb stress [42]. Furthermore, exogenous expression of *ZmFLS1* from maize increases anthocyanin accumulation in an *Arabidopsis fls1* mutant [43]. Although the exact roles of the candidate DEGs described above warrant further research, the results presented in this study strongly suggest that adjustment of secondary metabolism and corresponding gene expression might be important for stylo adaptation to Mn toxicity.

### DEGs related to transcription factors

In this study, the identification of 123 transcription factors suggested complex regulation in stylo’s response to Mn toxicity (Fig. 8 and Additional file 5: Table S4). 

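The C2H2 zinc finger family of Table S4 holds 7 unigenes (TRINITY_DN12526_c0_g1, TRINITY_DN42276_c1_g1, TRINITY_DN13820_c0_g1, TRINITY_DN46140_c3_g3, TRINITY_DN54332_c0_g1, TRINITY_DN47158_c1_g1 and TRINITY_DN41475_c5_g8), all higher in the table. The first 5 of these passed the minimum mean RPKM, and their log2 fold changes ran from 1.02 to 2.56 under Mn toxicity. By limma, 4 were called, and 5 with p adjusted over the list alone, a list chosen on these samples. Limma called 3, 2 and 2 without control replicates 1, 2 and 3, and 3, 3 and 5 without Mn toxicity replicates 1, 2 and 3. After rescaling each library to the same sum of RPKM, 1 was called, while all 5 remained higher under Mn toxicity.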

Among those identified transcription factors, seven DEGs belonging to the C2H2 zinc finger transcription factor family were up-regulated by Mn toxicity in stylo (Additional file 5: Table S4). C2H2 transcription factors are implicated in low pH-stress and aluminum (Al) toxicity tolerance in many plants, such as AtSTOP1/2 in *Arabidopsis*, VuSTOP1 in rice bean (*Vigna umbellata*) and GmSTOP1s in soybean [48–51]. For example, *GmSTOP1*–*1/1–3* expression is enhanced by Al toxicity in soybean roots; complementation analyses of *GmSTOP1*s in an *Arabidopsis Atstop1* mutant suggest that GmSTOP1s play critical roles in Al tolerance [51]. Furthermore, it has been demonstrated that C2H2 transcription factors function in Al detoxification mainly through activation of Al-tolerant genes, such as gene encoding glutamate dehydrogenase 1 (GDH1), pectin methylesterase inhibitor (PMI), malic enzyme (ME), aluminum-activated malate transporter (ALMT), multidrug and toxic compound exclusion protein (MATE) and tonoplast dicarboxylate transporter (TDT) [48, 49, 51]; these homologous genes were also up-regulated by Mn toxicity in stylo (Additional file 3: Table S2), suggesting that the functions of C2H2 transcription factors may be conserved in Mn detoxification through regulation of downstream critical Mn-resistant genes. 

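Unigenes for these enzymes and transporters, which the cited work links to Al, were sought in the descriptions of Table S2, which are matches in other species, and the identity of a malic enzyme rests on its nucleotide match only. A probable glutamate dehydrogenase 3 (TRINITY_DN42945_c1_g2) rose from an RPKM of 0.140 ± 0.0813 to 0.881 ± 0.532 (SD, n = 3) and was not called (log2 fold change 1.05, SE 0.35, adjusted p = 0.097). Among the fits that left out 1 library, it was called without Mn toxicity replicate 3 (adjusted p = 0.039, and 0.030 to 0.33 over all alternatives). The unigene matched to ME, TRINITY_DN43505_c2_g9, rose from 2.71 ± 0.235 to 5.84 ± 1.12 (SD, n = 3) (log2 fold change 0.97, SE 0.26, adjusted p = 0.055), and ALMT (TRINITY_DN21187_c0_g1) from 0.311 ± 0.0299 to 1.01 ± 0.623 (SD, n = 3) (log2 fold change 0.81, SE 0.36, adjusted p = 0.20). Without Mn toxicity replicate 3, ME was called (adjusted p = 0.0079, and 0.0015 to 0.53 over all alternatives), and so was ALMT (adjusted p = 0.028, and 0.015 to 0.45 over all alternatives). TDT (TRINITY_DN46146_c4_g1) rose from 0.383 ± 0.169 to 0.954 ± 0.102 (SD, n = 3) and was not called (log2 fold change 0.73, SE 0.30, adjusted p = 0.17). Of 3 unigenes paired with PMI, the strongly expressed one, TRINITY_DN47101_c2_g4, fell under Mn toxicity, from 144 ± 2.99 to 44.7 ± 16.6 (SD, n = 3) (log2 fold change -1.73, SE 0.25, adjusted p = 0.0047), and it was called with each library left out in turn. The other 2 were too weakly expressed for the test and had more reads under Mn toxicity, TRINITY_DN50547_c0_g1 with 10, 6 and 0 against 28, 30 and 12, and TRINITY_DN44310_c3_g2 with 5, 2 and 4 against 20, 26 and 6. Of 4 unigenes described as MATE (DETOXIFICATION) proteins, TRINITY_DN44287_c2_g4, TRINITY_DN44386_c3_g2 and TRINITY_DN47400_c1_g2 were higher, with log2 fold changes of 0.85, 0.86 and 0.55, and TRINITY_DN45961_c2_g2 was lower, at -0.82. Adjusted p of the 4 lay between 0.15 and 0.39 by limma, above the limit. TRINITY_DN44386_c3_g2 was called without Mn toxicity replicate 3 (adjusted p = 0.023, and 0.023 to 0.62 over all alternatives) and TRINITY_DN45961_c2_g2 without Mn toxicity replicate 2 (adjusted p = 0.022, and 0.022 to 0.43 over all alternatives). After median-of-ratios scaling, the glutamate dehydrogenase, ME and TRINITY_DN44287_c2_g4 were called.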

Interestingly, two DEGs, *CAD1*/*2*, which belong to the phenylpropanoid biosynthesis pathway, were predicted to be regulated by six C2H2 transcription factors (Fig. 9), suggesting that these C2H2 transcription factors may also play transcriptional regulatory roles in secondary metabolism in stylo during Mn exposure, which deserves further study.

Moreover, nine transcription factor genes belonging to the WRKY family were up-regulated by Mn toxicity in stylo (Additional file 5: Table S4). 

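Of the 9 WRKY unigenes, 8 passed the minimum mean RPKM, and their log2 fold changes ran from 0.78 to 1.38 as deposited and stayed above 0 under each scaling tried. By limma, 2 were called, and 3 with p adjusted over the list alone. WRKY transcription factor 51 (TRINITY_DN45007_c4_g3) rose from an RPKM of 4.70 ± 0.302 to 13.1 ± 1.91 (SD, n = 3) (log2 fold change 1.38, SE 0.23, adjusted p = 0.010), and TRINITY_DN47121_c2_g2 from 6.06 ± 1.13 to 14.8 ± 2.86 (SD, n = 3) (log2 fold change 1.21, SE 0.25, adjusted p = 0.023). Neither was called without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.089 and 0.16) or after rescaling to the same sum of RPKM. The number called was 2 without Mn toxicity replicate 2, 5 without Mn toxicity replicate 3 and 4 after median-of-ratios scaling.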

Although the function of WRKY transcription factor remains largely unknown in stylo’s response to Mn toxicity, WRKY46 in *Arabidopsis* a negative regulator of ALMT1; disruption of *WRKY46* results in increased malate exudation, conferring Al tolerance [52]. However, *WRKY46* expression in *Arabidopsis* is suppressed by Al toxicity [52], but *WRKY* gene transcripts in stylo were enhanced by Mn stress in this study (Additional file 5: Table S4), suggesting that there are other regulatory networks that are mediated by WRKY-mediated gene expression in stylo during Mn toxicity.

Additionally, 22 transcription factors belonging to the MYB family were identified in this study (Additional file 5: Table S4). 

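Of the 22 MYB unigenes, 15 higher and 7 lower in Table S4, 20 passed the minimum mean RPKM and 8 were called by limma, 4 higher and 4 lower, with 10 called over the list alone. By the log2 fold change fitted with 0.5 added, the largest rise was that of R2R3 MYB protein 1 (TRINITY_DN42685_c6_g1), from an RPKM of 0.886 ± 0.346 to 5.87 ± 2.14 (SD, n = 3) (log2 fold change 2.17, SE 0.35, adjusted p = 0.0080). The largest fall by the same measure was that of MYB-related protein 13 (TRINITY_DN45670_c0_g1), from 31.8 ± 1.70 to 9.83 ± 4.16 (SD, n = 3) (log2 fold change -1.74, SE 0.32, adjusted p = 0.014). The first was not called without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.057), and the second was not called without any 1 control library (adjusted p up to 0.11). By the ratio of group means, Zm1 (TRINITY_DN45716_c1_g1) rose more, with a log2 ratio of 3.05, and TRINITY_DN36760_c0_g2, named here after its values were seen, fell more, from 1.11 ± 0.122 to 0.104 ± 0.0940 (SD, n = 3) (log2 fold change -1.42, SE 0.30, adjusted p = 0.023). The call of the latter was lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.12). Direction was the same under each scaling tried for all 20. Calls numbered 1, 1 and 1 without control replicates 1, 2 and 3, and 2, 10 and 14 without Mn toxicity replicates 1, 2 and 3. After median-of-ratios scaling there were 11 calls, and 7 after rescaling to the same sum.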

Cumulative studies have demonstrated that MYB family transcription factors participate in the response to environmental stresses in plants [53]. For example, *MYB49* expression in *Arabidopsis* is induced by Cd treatment; overexpression of *MYB49* in *Arabidopsis* results in a significant increase in Cd accumulation, inhibiting primary root growth [54]. Furthermore, MYB49 interacts with the transcription factors bHLH38 and bHLH101, leading to the activation of *IRON*-*REGULATED TRANSPORTER1* and mediating Cd uptake [54]. In addition, *OsARM1*, which encodes the R2R3 MYB transcription factor, is induced by As treatment in rice. *OsARM1* knockout improves tolerance to As stress in rice through regulation of As transporters, thereby mediating As uptake and translocation [55]. Furthermore, in this study, the MYB transcription factor is probably involved in the regulation of secondary metabolic pathways by mediating the transcripts of genes belonging to HIDH, anthocyanidin reductase and hypothetical protein (Fig. 9). Thus, future efforts are required to investigate the functions of these transcription factors in stylo subjected to Mn toxicity.

### DEGs related to transporters

Different kinds of DEGs belonging to transporters possibly involved in Mn translocation, distribution and sequestration were identified in this study (Additional file 7: Table S6). Among them, a set of genes encoding homologs to ATP-binding cassette (ABC) transporters were regulated by Mn toxicity. 

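Table S6 lists 56 transporter unigenes, 36 higher and 20 lower in the table. Of the 53 that passed the minimum mean RPKM, all changed in the direction of the table under each scaling tried, and 23 were called by limma, 7 higher and 16 lower. With p adjusted over the list alone, which was chosen on these samples, 26 were called. The alternative that moved this count most among the scalings was rescaling to the same sum of RPKM, with 12 called. The number called was 6, 6 and 3 without control replicates 1, 2 and 3, and 5, 24 and 34 without Mn toxicity replicates 1, 2 and 3.
Among the 11 ABC transporter unigenes, 9 were called, 8 of them lower and 1 higher under Mn toxicity. The largest fall was that of ABC transporter G family member 25-like (TRINITY_DN28803_c0_g1), from an RPKM of 3.58 ± 0.415 to 1.01 ± 0.432 (SD, n = 3) (log2 fold change -1.47, SE 0.32, adjusted p = 0.025), a call lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p up to 0.15). The unigene called higher was ABC transporter B family member 21-like (TRINITY_DN44659_c0_g1), from 6.74 ± 0.246 to 14.9 ± 2.95 (SD, n = 3) (log2 fold change 1.07, SE 0.24, adjusted p = 0.027), which was called with all 6 libraries and without Mn toxicity replicate 3, and not without any of the other 5 (adjusted p up to 0.17). At most 1 ABC transporter unigene was called without any 1 control library or without Mn toxicity replicate 1, and 8 without Mn toxicity replicates 2 or 3. After median-of-ratios scaling, 8, 7 and 8 were called without control replicates 1, 2 and 3. Without Mn toxicity replicates 1, 2 and 3 that scaling gave 7, 7 and 10. After rescaling to the same sum of RPKM, 4 were called.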

Plant ABC transporters constitute a large superfamily and are implicated in the transport of a variety of substrates, including hormones, secondary metabolites and heavy metal ions [56]. It has been demonstrated that the transcripts of *OsABCG43*, belonging to the rice ABC transporter, is up-regulated by Cd treatment; overexpression of *OsABCG43* confers Cd tolerance in the Cd-sensitive yeast mutant *ycf1acr3*, suggesting that the role of OsABCG43 in sequestration of Cd into subcellular organelles (e.g., vacuoles) [57]. OsALS1, encoding a half-size ABC transporter in rice, is found to be localized at the tonoplast and is required for Al detoxification through sequestration of Al into the vacuoles [58]. A similar result has been reported in Arabidopsis that AtALS1 participates in Al sequestration [59]. Furthermore, studies on cyanobacterium (*Synechocystis*) also suggest the potential role of ABC transporter in Mn transport [60]. Therefore, genes encoding ABC transporters are probably involved in stylo leaves defense against Mn toxicity.

Furthermore, genes encoding cation/H^+^ exchangers were found to be up-regulated by Mn toxicity in this study (Additional file 7: Table S6). 

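The 2 cation/H+ exchanger unigenes of Table S6 were higher under Mn toxicity under each scaling tried, and their groups did not overlap. TRINITY_DN43160_c2_g1 rose from an RPKM of 1.21 ± 0.0596 to 2.28 ± 0.835 (SD, n = 3) (log2 fold change 0.66, SE 0.31, adjusted p = 0.22) and TRINITY_DN20616_c0_g1 from 0.344 ± 0.0604 to 0.770 ± 0.567 (SD, n = 3) (log2 fold change 0.51, SE 0.36, adjusted p = 0.42). In the second, Mn toxicity replicate 1 held 61.7% of the summed RPKM. By limma, neither was called or had an unadjusted p under 0.05, and 1 was called by limma voom on the recovered reads with median-of-ratios scaling and 0 with library totals, alternatives chosen after the data were seen. The descriptions match both to cation/H+ exchanger 18 of other species.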

The cation/H^+^ exchanger plays important roles in the vacuolar accumulation of metals, such as Mn. For example, the cation/H^+^ exchanger in Arabidopsis, AtCAX2, is involved in conferring tolerance to Mn toxicity when it is heterologously expressed in a Mn-sensitive yeast mutant *pmc1vcx1cnb* or in tobacco (*Nicotiana tabacum*) via sequestration of Mn into vacuoles [61]. Similar functions have been assigned to AtCAX4 and AtCAX5, which localize to the vacuolar membrane [62, 63]. In addition, one gene encoding homologs to aquaporin protein, aquaporin TIP1–3-like, was also up-regulated by Mn toxicity in stylo leaves (Additional file 7: Table S6). 

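Aquaporin TIP1-3-like (TRINITY_DN43375_c2_g6) rose from an RPKM of 2.52 ± 0.444 to 5.56 ± 3.52 (SD, n = 3), with overlapping groups, and was not called (log2 fold change 0.85, SE 0.41, adjusted p = 0.23). Among the fits that left out 1 library, it was called without Mn toxicity replicate 3 (adjusted p = 0.019, and 0.014 to 0.59 over all alternatives). A second aquaporin unigene of Table S6, a tonoplast intrinsic protein (TRINITY_DN47255_c2_g1), fell from 2.30 ± 0.248 to 0.868 ± 0.550 (SD, n = 3) and was not called (log2 fold change -1.10, SE 0.34, adjusted p = 0.081). It was called, among the fits that left out 1 library, without Mn toxicity replicate 2 (adjusted p = 0.0080, and 0.0080 to 0.29 over all alternatives). The opposite directions held under each scaling tried. After median-of-ratios scaling, TIP1-3-like was called (log2 fold change 1.05). With all 6 libraries, 1 of the 2 had an unadjusted p under 0.05, and 2 were called by limma voom on the recovered reads with median-of-ratios scaling and 0 with library totals, both chosen after the data were seen.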

Genes belonging to the aquaporin protein family are reported to be involved in plants response to metal stresses. For example, two genes encoding tonoplast-intrinsic protein (TIP) are regulated by Al toxicity in buckwheat (*Fagopyrum esculentum*) leaves [64]. It has been demonstrated that HmVALT, belonging to the tonoplast-intrinsic protein in Al hyperaccumulating hydrangea (*Hydrangea macrophylla*), is a tonoplast-localized Al transporter that involves in vacuolar Al transport; overexpression of *HmVALT* confers Al tolerance in *Arabidopsis* [65]. There results suggest the potential roles of this gene in vacuolar Mn transport.

In addition, a group of genes belonging to transporters for various substrates, including phosphate, potassium and copper, were found to be differentially regulated by Mn in stylo leaves (Additional file 7: Table S6). 

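The copper transport protein ATOX1 unigene (TRINITY_DN45349_c0_g1) rose from an RPKM of 3.69 ± 0.153 to 10.1 ± 0.952 (SD, n = 3) (log2 fold change 1.34, SE 0.24, adjusted p = 0.011). The call was lost without any 1 control library or without Mn toxicity replicate 1 (adjusted p = 0.087 to 0.11) and after rescaling to the same sum of RPKM. The phosphate transporter unigene (TRINITY_DN43725_c0_g2) had overlapping groups, at 0.386 ± 0.0751 and 0.959 ± 0.669 (SD, n = 3), and was not called (log2 fold change 0.61, SE 0.39, adjusted p = 0.38). Among the fits that left out 1 library, it was called without Mn toxicity replicate 3 (adjusted p = 0.035, and 0.035 to 0.62 over all alternatives). Of 3 potassium transporter unigenes, 2 were tested by limma and neither was called, while 1 had an unadjusted p under 0.05 and 1 was called by limma voom on the recovered reads with median-of-ratios scaling and 0 with library totals (both chosen after the data were seen). High-affinity potassium transporter TRINITY_DN39186_c0_g3 had 3 reads in the control libraries and 100, 15 and 40 in the Mn toxicity libraries, a ratio of 48.3-fold (95% interval 16.2 to 237), and was called without Mn toxicity replicate 2 (adjusted p = 0.013, and 0.013 to 0.25 over all alternatives; with all libraries it was 0.073). Median-of-ratios scaling led to a call as well (log2 fold change 1.48). TRINITY_DN39186_c0_g4 of the same assembly component had no control read and 23, 0 and 4 reads in Mn toxicity replicates 1, 2 and 3, at least 2.75-fold higher than the floor of 3 reads per control library, with 85.2% of the summed RPKM in replicate 1. Potassium transporter 5 (TRINITY_DN41948_c1_g3) rose from 0.588 ± 0.0919 to 1.17 ± 0.144 (SD, n = 3) (log2 fold change 0.62, SE 0.29, adjusted p = 0.22).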

The balance between the accumulation of Mn and other abundant mineral elements is thought to be important for regulating Mn homeostasis in plants [33]. Thus, these DEGs related to transporters responsible for Mn translocation, distribution and sequestration are regarded to be critical for intracellular Mn detoxification in stylo, and their functions warrant further investigation.

## Conclusion

In conclusion, this study showed that stylo growth was inhibited by high Mn due to oxidative stress. Consistently, transcriptome analysis showed that a set of DEGs involved in regulating ROS scavenging and defense responses might contribute to stylo’s response to Mn toxicity. Furthermore, the identified DEGs associated with secondary metabolic pathways suggested that fine-tuned regulation of secondary metabolism might represent an adaptive strategy of stylo to cope with Mn toxicity. In addition, activation of various transcription factors may help stylo to tolerate Mn toxicity through transcriptional regulation. Taken together, this study not only reveals new insights into the molecular mechanisms underlying stylo’s response to Mn toxicity but also provides candidate genes that may be useful in the development of crop varieties with Mn adaptability through genetic engineering.

## Methods

### Plant growth and treatments

The stylo (*Stylosanthes guianensis*) genotype ‘TF303’ used in this study was provided by the Tropical Pasture Research Center, Institute of Tropical Crop Genetic Resources (TCGRI), Chinese Academy of Tropical Agriculture Sciences (CATAS), Hainan, China (voucher specimen deposited in the National Tropical Forage Germplasm Genebank, TCGRI, CATAS). The plant material was authenticated by Guodao Liu, TCGRI, CATAS. All experimental procedures were performed at the TCGRI, CATAS, Hainan, China (19°30′N, 109°30′E). After seed germination, stylo seedlings were transferred to a modified Hoagland nutrient solution (pH 5.8) containing 2500 μM KNO_3_, 2500 μM Ca (NO_3_)_2_, 400 μM NH_4_NO_3_, 250 μΜ KH_2_PO_4_, 500 μM MgSO_4_, 250 μM K_2_SO_4_, 5 μM MnSO_4_, 0.5 μM ZnSO_4_, 1.5 μM CuSO_4_, 0.09 μM (NH_4_)_6_Mo_7_O_24_, 23 μM NaB_4_O_7_ and 80 μM Fe-Na-EDTA [26]. After 30 d of normal growth, stylo seedlings were transplanted into fresh nutrient solution supplied with 5, 100, 200, 400 and 800 μM MnSO_4_ (pH 5.0). The background Mn level in the nutrient solution is 5 μM and thus used as the control [26]. After 10 d of Mn treatments, shoots and roots were harvested for further study. An individual hydroponic box containing four stylo seedlings served as one biological replicate. All treatments included three biological replicates.

### Analysis of chlorophyll concentrations

To analyze chlorophyll concentrations, approximately 0.05 g leaf sample was incubated in 10 mL of 80% (v/v) acetone for 6 h. The chlorophyll concentration was spectrophotometrically detected at 440, 645 and 663 nm using a UV-2010 spectrophotometer (Hitachi, Japan) and determined as previously described [26].

### Determination of Mn concentrations

To measure Mn concentrations, approximately 0.07 g dry shoot and root samples were transferred to a muffle furnace and burned at 600 °C for 10 h. Then, the sample was adequately extracted in 7 mL of 100 mM HCl. Mn concentrations in each sample were detected using atomic absorption spectroscopy [11].

### Detection of O_2_^−^ and MDA levels

O_2_^−^ levels in stylo leaves were detected using the histochemical method [66]. Leaves subjected to different Mn treatments were incubated in 0.25 mM NBT solution for 12 h. Samples were then decolorized in boiling ethanol for 6 h. O_2_^−^ levels were assessed in leaves based on the intensity of the blue insoluble formazan.

For MDA analysis, approximately 0.1 g samples were extracted in 1 mL of 10% trichloracetic acid (TCA). Homogenates were centrifuged at 12,000×*g* for 10 min. The supernatants were collected, and 1 mL supernatant was added to 1 mL of 0.5% thiobarbituric acid (TBA). The mixture was then incubated at 100 °C for 20 min. Then, homogenates were centrifuged at 12,000×*g* for 10 min. The MDA concentration was detected as previously described [67].

### Analysis of electrolyte leakage and *F*v/*F*m

Stylo leaves treated with various Mn concentrations were separately immersed in 10 mL of deionized water in a glass test tube overnight at room temperature. The initial conductivity (IC) of the solution was detected using a conductimeter (INESA Scientific Instrument Co., Ltd., Shanghai, China). Total conductivity (TC) of the solution was detected after boiling for 15 min. Relative electrolyte leakage was expressed as the percentage of the initial conductivity (IC) to the total conductivity (TC). *F*v/*F*m values of stylo leaves were measured using a pulse-modulated fluorometer Model FMS-2 (Hansatech Instruments Ltd., UK) according to the manufacturer’s instructions.

### Analysis of enzyme activity

To determine POD activity, approximately 0.1 g leaf samples from different Mn treatments were extracted in 2 mL of 50 mM phosphate buffer (pH 7.8) at 4 °C. The extracts were centrifuged at 12,000×*g* for 15 min at 4 °C, and the supernatants were recovered for POD assay [66]. APX was extracted by grinding 0.1 g leaves in 2 mL of 50 mM phosphate buffer (pH 7.0) supplied with 1 mM AsA and 1 mM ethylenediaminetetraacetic acid (EDTA) at 4 °C. After centrifugation, the supernatants were collected for APX activity assays [66].

To detect PPO activity, approximately 0.1 g leaf samples were extracted in 1 mL of extraction buffer obtained from commercial assay kits (Solarbio Science and Technology Co., Ltd., Beijing, China) at 4 °C. The extracts were centrifuged at 12,000×*g* for 15 min at 4 °C, and supernatants were collected for PPO activity assessment at 410 nm. PPO activity was calculated according to the manufacturer’s protocol. To analyze PAL activity, 0.1 g leaf samples were extracted in 0.9 mL of extraction buffer obtained from commercial assay kits (Nanjing Jiancheng Bioengineering Institute, Jiangsu, China) at 4 °C. After centrifugation, the supernatants were used to determine PAL activity at 290 nm according to the protocol.

### Transcriptome analysis of stylo leaves

RNA sequencing was performed by Annoroad Gene Technology Co., Ltd. (Beijing, China). Total RNA of stylo leaves subjected to control (5 μM) and Mn toxicity (400 μM) treatments was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA integrity and purity were analyzed using an Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, Palo Alto, CA, USA). Sequencing libraries were generated using the NEBNext Ultra Directional RNA Library Prep kit (NEB, Beverly, MA, USA). The cDNA libraries of the three biological replicates were obtained using an Illumina Hiseq™ 4000 platform (Illumina, San Diego, CA, USA). PE150 was used as the sequencing program.

Raw image data were transformed to raw reads using the Consensus Assessment of Sequence and Variation (CASAVA, v.1.8.2) base recognition program. The raw reads were stored in FASTQ files. High-quality clean reads were obtained by filtering out adaptor sequences and low-quality reads. The obtained clean reads were further assembled into unigenes using Trinity software (version 2.4.0) [68]. The clean reads were mapped back to the assembled contigs through Bowtie2 v.2.2.3 software [69]. For annotation, all unigene sequences were aligned by BLAST search (E-value<1e-5) against the NCBI non-redundant protein sequences (Nr), NCBI non-redundant nucleotide sequences (Nt), Universal Protein (UniProt), Gene Ontology (GO), the Clusters of Orthologous Groups of protein database (COG), the Functional Annotation (eggNOG), the KEGG database and the Protein Family (Pfam).

The transcript abundance of each gene in each sample was calculated and represented by the reads per kilobase million mapped reads (RPKM) value using RNA-seq data with expectation maximization (RSEM) [70]. DESeq2 was used to calculate the differences in the expression abundance between 5 and 400 μM Mn treatments [71]. Genes with *q* < 0.05 and |log_2_(fold change)| ≥1 were considered DEGs. Subsequently, DEGs were extracted for GO and KEGG enrichment analysis [72, 73]. Protein-protein interaction network analysis for the identified DEGs was performed using STRING (version 11.0) (https://string-db.org/). The interaction networks were constructed using Cytoscape (version 3.8.0) (https://github.com/cytoscape/cytoscape) with default settings. Nodes and edges indicate genes and interactions, respectively. The sequencing data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus under GEO series number GSE147431.

### Quantitative real-time PCR (qRT-PCR) analysis

Total RNA from leaves was extracted using the TRIzol reagent (Invitrogen, USA) according to the manual. The first cDNA strand was synthesized from 2 μg of DNase I-treated RNA using oligo d(T), dNTPs, RNase inhibitor and reverse transcriptase in the HiScript III cDNA synthesis kit (Vazyme, China) according to the protocol. qRT-PCR analysis was performed in a 20 μL volume containing 2 μL 1:50 diluted cDNA, 0.2 μM gene primers, 6.4 μL ddH_2_O and 10 μL SYBR Green Master mix (Vazyme, China). The reaction was performed on a QuantStudio™ 6 Flex Real-Time System (Thermo Fisher Scientific, Waltham, MA, USA). qRT-PCR analysis conditions were as follows: 95 °C for 1 min, 40 cycles of 95 °C for 15 s, 58 °C for 15 s and 72 °C for 30 s. qRT-PCR primers of genes are listed in Additional file 8: Table S7. The housekeeping gene *SgEF-1a* (Accession No. JX164254) was used as an endogenous control to calculate the relative gene expression as the ratio of the transcript of the candidate gene to that of *SgEF-1a* [26]. Gene expression analysis included three biological replicates.

### Determination of secondary metabolite concentrations

The concentrations of secondary metabolites, including total phenols, flavonoids, anthocyanins and tannins, in stylo leaves exposed to various Mn treatments were analyzed using commercial assay kits (Nanjing Jiancheng Bioengineering Co., Ltd., Jiangsu, China). To detect total phenols, flavonoids and anthocyanins, 0.1 g dry leaf samples were extracted and measured as previously described [66]. For tannin assays, approximately 0.1 g fresh leaf samples were extracted in 1 mL of ddH_2_O. The concentration of tannins was detected according to the manufacturer’s protocol.

### Statistical analysis

Microsoft Excel 2003 (Microsoft Company, USA) was used in the data analysis. One-way analysis of variance (ANOVA) was performed using SPSS software, version 13.0 (SPSS Institute, Chicago, USA).

## Supplementary Information

**Additional file 1: Figure S1.** Effects of different Mn treatments on relative electrolyte leakage, *F*v/*F*m, plant height and total protein content.

**Additional file 2: Table S1.** Summary of stylo leave transcriptomes in control (5 μM) and Mn toxicity (400 μM) libraries.

**Additional file 3: Table S2.** Information of DEGs identified in stylo leaves subjected to control (5 μM) and Mn toxicity (400 μM) treatments.

**Additional file 4: Table S3.** DEGs involved in secondary metabolism.

**Additional file 5: Table S4.** Transcription factors responding to Mn toxicity.

**Additional file 6: Table S5.** DEGs involved in defense responses.

**Additional file 7: Table S6.** DEGs related to transporters.

**Additional file 8: Table S7.** Primers used for qRT-PCR analysis.

## Data Availability

The datasets for this study can be found in the NCBI Gene Expression Omnibus under GEO series number of GSE147431.

## Abbreviations

APX: Ascorbate peroxidase
CAD: Cinnamyl-alcohol dehydrogenase
CALDH: Coniferyl-aldehyde dehydrogenase
CCR: Cinnamoyl-CoA reductase
CHI: Chalcone isomerase
CHS: Chalcone synthase
COMT: Caffeoyl-CoA O-methyltransferase
CSE: Caffeoylshikimate esterase
DEGs: Differentially expressed genes
F3’5’H: Flavonoid 3,5-hydroxylase
F6H: Feruloyl-CoA 6-hydroxylase
FLS: Flavonol synthase
GLU: Beta-glucosidase
GO: Gene Ontology
GST: Glutathione S-transferase
HI4OMT: 2,7,4-Trihydroxyisoflavanone 4-O-methyltransferase/isoflavone 4-O-methyltransferase
HIDH: 2-Hydroxyisoflavanone dehydratase
I2H: Isoflavone 2-hydroxylase
I7OMT: sofilavone-7-O-methyltransferase
KEGG: Kyoto Encyclopedia of Genes and Genomes
MDA: Malondialdehyde
NBT: Nitroblue tetrazolium chloride
PAL: Phenylalanine ammonia-lyase
POD: Peroxidase
PPO: Polyphenol oxidase
qRT-PCR: Quantitative real-time polymerase chain reaction
RNA-seq: RNA sequencing
ROS: Reactive oxygen species
SOD: Superoxide dismutase
SPL19: Serine carboxypeptidase-like 19
TFs: Transcription factors
VR: Vestitone reductase

# Supplementary material for: Physiological and transcriptomic analyses reveal the roles of secondary metabolism in the adaptive responses of Stylosanthes to manganese toxicity
**Source:** BMC Genomics. 2020 Dec 3;21:861. doi: 10.1186/s12864-020-07279-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Effects of different Mn treatments on relative electrolyte leakage, Fv/Fm, plant height and total protein content.

## Additional file 1: Figure S1

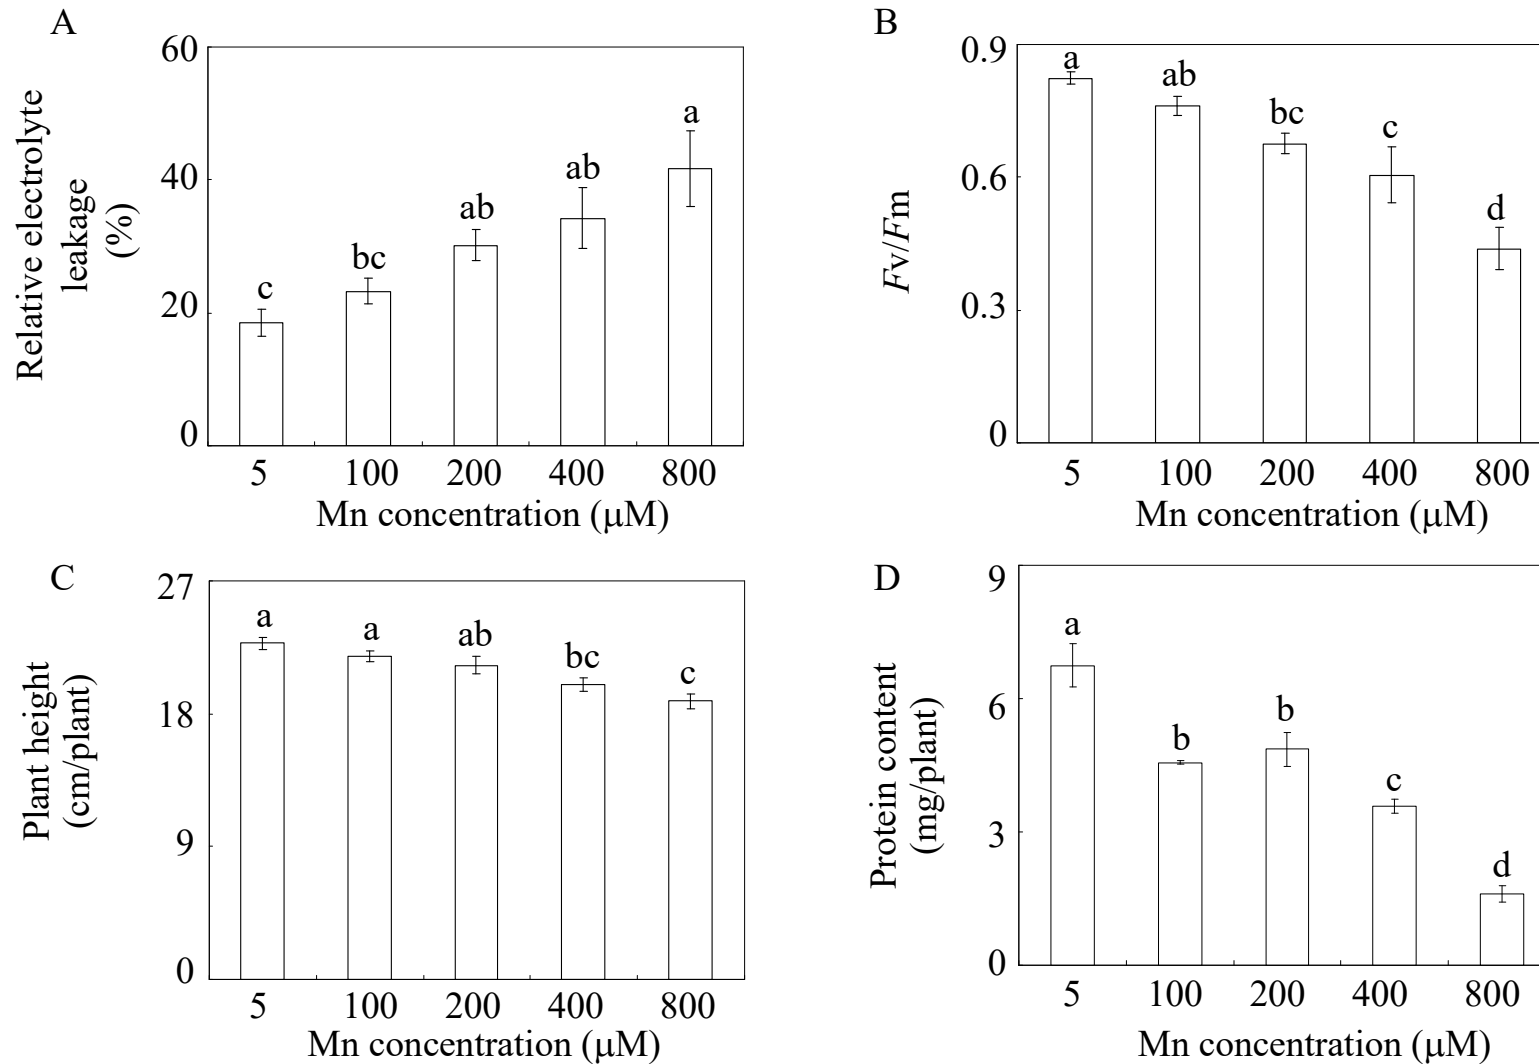

Additional file 1: Figure S1. Effects of different Mn treatments on relative electrolyte leakage,  $F_v/F_m$ , plant height and total protein content. (a) Relative electrolyte leakage. (b)  $F_v/F_m$  values. (c) Plant height. (d) Total protein content. Thirty-day-old stylo plants were treated with 5, 100, 200, 400 and 800  $\mu\text{M}$   $\text{MnSO}_4$  for 10 d. Values are the mean of three replicates with standard error bars. Different letters represent significant differences at  $P < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

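Leaves of stylo grown for 10 d at 5 μM Mn (control) or 400 μM Mn (Mn toxicity) were sequenced as 3 libraries per treatment. Conditions and replicate numbers were taken from the sample labels. These labels give the concentrations in mM, whereas the paper and the series design give μM, which was used.

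According to the paper, the authors assembled the clean reads with Trinity, mapped them back to the assembly with Bowtie2 and estimated the abundance of each unigene with RSEM. The RPKM values were computed by the authors in this way before they were deposited, that is, as reads per kilobase of unigene relative to the mapped reads, with 1 table per library, and the paper states no scaling between libraries and no filter. The authors called DEGs with DESeq2. No genome was used, and the version of RSEM is not given in the sources used here.

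The whole reads behind the RPKM were recovered with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The most frequent ratio between libraries among weakly expressed unigenes gives the relative library totals, the step between the inverse RPKM of weakly expressed unigenes gives their scale, and each unigene was given the shortest length that makes its reads whole in all libraries. Where a unigene is above 0 in few libraries, a multiple of that length and of its reads fits as well, so its reads and length are lower limits. At least 4 libraries were above 0 for 43500 unigenes. The library totals were 36.1, 37.0 and 31.1 M reads (megareads) in control replicates 1, 2 and 3, and 37.8, 36.2 and 37.7 M reads in Mn toxicity replicates 1, 2 and 3, so that 1 read on a unigene of 1 kb is 0.0265 to 0.0321 RPKM. The recovered reads amounted to 99.62 to 99.78% of the library totals. Tested on 12000 simulated unigenes, the procedure returned the exact reads for 99.1% of those above 0 in at least 4 libraries. Recovered reads were used for read numbers of weakly expressed unigenes, for floors and intervals, for shares of reads and for the alternatives with limma voom, and not for the tests at the claims.

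The treatments were compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.5), with the RPKM as deposited, no block and an intensity trend in the empirical Bayes step. The test is limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over unigenes with a mean RPKM of at least 0.5 over the 6 libraries. Unigenes with an adjusted p below 0.05 and a log2 fold change of at least 1 in size were called. Tested on 5 simulated data sets of 30982 unigenes with a dispersion of 0.05, in which a small part was changed by 2 to 3 on the log2 scale, the test called 99.3% of the changed ones in the right direction, and 2.36% of the calls were unchanged unigenes. The changed unigenes had a mean RPKM of at least 2, and both groups had the same dispersion. The simulation held neither the wider spread under Mn toxicity nor the uneven reads of the 40 abundant unigenes. These rates therefore do not extend to smaller changes, weakly expressed unigenes or the real spread. Group values are means with SD, and SE is the standard error of the log2 fold change from the moderated variance of limma.

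Where the control libraries held no read, the fold change is a lower limit against 3 reads per library. Where they held 1 to 3 reads in total, the ratio of the reads, corrected for the library totals, is given with an exact 95% interval that covers counting error alone. With 3 libraries per treatment, the libraries can be split in 10 ways.

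Unigenes were named by a rule set before the values were available. It covers each unigene whose ID the paper or Table S7 gives, each gene product that the paper names and that a description in Tables S2 to S6 pairs with an ID, the members with the largest changes of the families that the paper names, and the 3 largest rises and 3 largest falls among called unigenes whose groups do not overlap, with at most 2 in each direction named where they have no description. The fold changes of the paper's tables had been seen when the rule was written. The 40 abundant unigenes, the unigenes that a description or nucleotide match assigns to the chloroplast or mitochondrion genome, TRINITY_DN45755_c3_g7, TRINITY_DN43410_c2_g7, TRINITY_DN46202_c2_g2, TRINITY_DN36760_c0_g2, TRINITY_DN41633_c0_g5 and TRINITY_DN41633_c1_g1 lie outside the rule and were chosen after their values were seen.

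Tables S3 to S7 were used as lists of unigenes, and the part of Table S2 used here holds 1748 of 4094 entries. The alternatives were other pseudocounts, other minimum values, other scalings of the libraries, other variance models, a replicate block, stricter limits, and fits without each library, besides limma voom and the omission of the abundant unigenes. Fits that combine median-of-ratios scaling with the omission of 1 library were used for counts alone. Not analysed here were the enrichment of GO terms and KEGG pathways, the predicted interactions, the qRT-PCR values, the physiological measurements and the assembly itself. Annotation of the unigenes other than the descriptions in the tables was not used here, and 1 gene product that the paper names is not reported here.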

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

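All of the tests in this part were chosen after the result was seen.

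The 40 abundant unigenes carry a signal in data that the paper does not discuss. They took 23.7 and 38.7% of the reads of Mn toxicity replicates 1 and 3, above the 0.969 to 1.78% of the control libraries, whereas Mn toxicity replicate 2 stayed within the range of the controls at 1.62%. The 2 most abundant, TRINITY_DN48011_c7_g1 and TRINITY_DN48011_c7_g4, held 3.88 and 2.88% of the reads of Mn toxicity replicate 1 and 6.24 and 4.75% of those of replicate 3. Of the 40, 6 were called.

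A difference in library depth is argued against, because the largest library total among the Mn toxicity libraries is 1.04 times the smallest while their shares differ 23.8 times. A larger amount of RNA encoded by the chloroplast and mitochondrion genomes in replicates 1 and 3 is a candidate explanation. In the part of Table S2 used here, the protein description of 20 unigenes names these genomes, and so does the nucleotide match of 3 others. Of these 23, 3 belong to the 40, 1 of them (TRINITY_DN47995_c11_g1) by its nucleotide match alone. Outside the 40, 13 such unigenes that are higher in the table were tested. After median-of-ratios scaling, and on a log2 scale where the controls lie at 0 and the mean of the other Mn toxicity libraries at 1, Mn toxicity replicate 2 had a median position of -0.05 for these 13 (range -0.23 to 0.14), against 0.80 for 1086 other rising unigenes of that table, whose 5th percentile was 0.36. Replicate 2 did not exceed the highest control in 11 of the 13, against 11 (1.01%) of the others. The 1 other tested unigene of this kind outside the 40, TRINITY_DN37450_c0_g1, is lower in the table, at an RPKM of 2.02, 2.41 and 11.7 in control replicates 1, 2 and 3 and 1.55, 1.97 and 1.35 in Mn toxicity replicates 1, 2 and 3. Its direction would go against the explanation, but its nucleotide match names a fungus. An origin in stylo is therefore not shown, and this unigene does not decide the question. Such a description or match was available for 3 of the 40, so whether the other unigenes of the set are of the same kind stays open.

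A response to Mn toxicity and an effect of library preparation cannot be told apart for this set. Replicate 2 received the same Mn, yet its share of 1.62% lies within the range of the controls, and a response that differs between the plants of the 3 libraries would give this pattern as well as a difference in how the RNA was prepared. Carry-over of non-coding RNA stays open too, since 3 of the 40 have a description and the tables used here describe only DEGs.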

How the results depend on the processing

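The other pseudocounts, filters, scalings and variance models, the replicate block, the fits without each library and the stricter limits were set before the data were examined. Limma voom on the recovered reads, with median-of-ratios scaling or with library totals, the omission of the reads of the 40 abundant unigenes, and the fits that combine median-of-ratios scaling with the omission of 1 library were chosen after seeing the data. The last were run for the counts and not for named unigenes.

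The log2 fold change of no named unigene changed sign under any of the alternatives. With the other pseudocounts, a variance model without trend or robust to outlying variances, the total and the counts per direction stayed within 1.5 times the values at the claims. Among the named unigenes tested, median-of-ratios scaling kept 63 on the same side of the limits, moved 16 past them and 1 below them, rescaling to the same sum kept 61, moved 1 past and 18 below, and quantile normalization kept 64, moved 15 past and 1 below. Without single control libraries or Mn toxicity replicate 1, 59 to 61 kept their side and 19 to 21 fell below. Without Mn toxicity replicate 2, 10 moved past and 1 below, and without Mn toxicity replicate 3, 15 moved past and 1 below.

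Rescaling to the same sum gave 1176 calls in total, 289 of them higher, and 10, 23, 142 and 12 calls in Tables S3, S4, S5 and S6. Median-of-ratios scaling gave 1350 higher and 37, 65 and 418 in Tables S3, S4 and S5, and quantile normalization 1304 higher and 36, 68 and 406. Without the reads of the 40 abundant unigenes, 1737 were higher, with 40, 72 and 426 in Tables S3, S4 and S5. Limma voom with median-of-ratios scaling called 3086 in total, 1695 higher, with 43, 85, 509 and 47 in Tables S3, S4, S5 and S6, and limma voom with library totals called 1429 in total, with 12 in Table S3 and 4 in Table S7. By construction, median-of-ratios scaling and rescaling to the same sum multiply all values of a library by 1 factor, and leaving out the reads of the 40 unigenes raised the median log2 fold change to 0.09. Why limma voom with median-of-ratios scaling called more unigenes was not tested.

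The stricter limits call fewer unigenes by construction. An adjusted p below 0.01 left 482 in total, 240 higher and 242 lower, and limma treat against a log2 fold change of 1 left 79, 45 higher and 34 lower. Without a filter, 9 unigenes of Table S3 and 3 of Table S7 were called, and with a mean RPKM of at least 2, 13 and 4, and the cause was not tested. Transcription factors with a fitted change above 8-fold numbered 2 with a pseudocount of 0.1, which draws the changes of weakly expressed unigenes less toward 0, and 6 with either form of limma voom.

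A replicate block raised the total to 2693 and the unigenes called lower to 1768. The deviations of same-number libraries from their group means had correlations of 0.075, -0.146 and -0.084 for numbers 1, 2 and 3, none above 0.1, so the numbers do not pair the libraries, and the cause was not tested.

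With the RPKM as deposited, leaving out each library in turn gave 289 (without control replicate 3) to 4977 (without Mn toxicity replicate 2) calls in total, 148 to 1748 higher (without control replicate 3 and without Mn toxicity replicate 3) and 141 to 4175 lower (without control replicate 3 and without Mn toxicity replicate 2). Calls ranged from 3 to 34 in Table S3, 8 to 81 in Table S4, 53 to 393 in Table S5, 3 to 34 in Table S6 and 2 to 9 in Table S7. Fits without a control library leave 2 of them, and the cause of the larger counts without Mn toxicity replicates 2 or 3 was not tested.

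After median-of-ratios scaling, the range over the fits without 1 library was narrower, at 1686 (without control replicate 3) to 3506 (without Mn toxicity replicate 2) calls in total, with 2782 without Mn toxicity replicate 3. Higher were 974, 1002 and 921 without control replicates 1, 2 and 3 and 1156, 1838 and 1614 without Mn toxicity replicates 1, 2 and 3. Lower were 751, 758 and 765 without control replicates 1, 2 and 3 and 945, 1668 and 1168 without Mn toxicity replicates 1, 2 and 3. In Table S3 the calls were 32, 43 and 35 without Mn toxicity replicates 1, 2 and 3, and at least 19 without any 1 control library. In Table S4 the calls were 54, 57 and 52 without control replicates 1, 2 and 3 and 58, 71 and 75 without Mn toxicity replicates 1, 2 and 3. Calls ranged from 287 to 437 in Table S5, with 389 without Mn toxicity replicate 3, from 22 to 34 in Table S6 and from 5 to 10 in Table S7.

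Depth limits the weakly expressed unigenes. The minimum mean RPKM left 3, 16, 47, 3 and 4 unigenes of Tables S3, S4, S5, S6 and S7 untested, and for unigenes with few reads the fold change is known only within its counting interval.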

Differences from the paper's values

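The alternatives named here were set before the data were examined, except limma voom, the omission of the 40 abundant unigenes, and the fits that combine median-of-ratios scaling with the omission of 1 library. The paper reports 4094 DEGs, and 1787 were called here. The count lay within 1.5 times the paper's without Mn toxicity replicate 2 (4977) and without Mn toxicity replicate 3 (2848), and not under any other alternative set before. The paper reports 2471 up-regulated DEGs, and 646 were called higher here, which came within 1.5 times the paper's without Mn toxicity replicate 3 (1748) and under no other alternative set before. Limma voom with median-of-ratios scaling, chosen after seeing the values, gave 3086 and 1695, and left 431 of the 1748 DEGs in the part of Table S2 used here not called. The omission of the abundant unigenes, also chosen after seeing the values, gave 1737 higher, and left 671 of the 1748 not called. Median-of-ratios scaling combined with the omission of Mn toxicity replicate 2, chosen after seeing the values too, gave 3506 in total and 1838 higher, and left 608 of the 1748 not called. The same without Mn toxicity replicate 3, chosen after seeing the values, gave 2782 in total and left 770 not called.

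All entries of the paper's tables are DEGs of the paper. Called here were 21 of the paper's 63 unigenes in Table S3, 37 of the paper's 123 in Table S4, 252 of the paper's 631 in Table S5, 23 of the paper's 56 in Table S6 and 7 of the paper's 15 in Table S7. No alternative set before brought any of these 5 counts within 1.5 times the paper's. Some unigenes of these lists that were not called here were called after median-of-ratios scaling, rescaling to the same sum or quantile normalization, with the replicate block, with either other pseudocount, without a filter, with either other variance model, and without Mn toxicity replicates 2 or 3. Limma voom with median-of-ratios scaling, chosen after seeing the values, came within 1.5 times for Tables S3 to S6 and left 20, 38, 122, 9 and 6 unigenes of Tables S3 to S7 not called. Limma voom with library totals, also chosen after seeing the values, came within 1.5 times for none and left 51, 82, 406, 34 and 11 not called. The omission of the abundant unigenes, likewise chosen after seeing the values, came within 1.5 times for Table S5 with 426 and left 23, 51, 205, 25 and 6 not called. Median-of-ratios scaling without Mn toxicity replicate 2, chosen after seeing the values as well, came within 1.5 times for Tables S3, S5 and S7 with 43, 437 and 10, and left 20, 52, 194, 27 and 5 of Tables S3 to S7 not called. With that scaling and any other 1 library left out, none came within 1.5 times.

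For 5 unigenes of Table S7 the log2 ratio of the group means of RPKM as deposited differs from the log2 fold change of the paper's tables by more than the pooled SD of the log2 values within groups. The values were 0.91 against the paper's 1.27580 for chalcone isomerase (TRINITY_DN45798_c1_g7), 1.59 against the paper's 1.98083 for HIDH (TRINITY_DN56723_c0_g1), 3.05 against the paper's 3.38114 for Zm1 (TRINITY_DN45716_c1_g1), -1.55 against the paper's -1.29267 for the bHLH89-like unigene (TRINITY_DN47446_c4_g2) and -4.90 against the paper's -4.56226 for the NAC-like unigene (TRINITY_DN44067_c0_g1). After median-of-ratios scaling, the ratios were 1.28, 1.99, 3.38, -1.29 and -4.50, within that SD of the paper's values. Over the part of Table S2 used here, 10.2% of 1683 unigenes lie within 0.1 of the paper's log2 fold change as deposited, where the paper's values are higher by a median of 0.21, and 98.8% do so after median-of-ratios scaling. For Tables S3 to S6, 97.7 to 100% lie within 0.1 after that scaling. These ratios were computed under no other alternative.

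The paper gives 11 transcription factors above 8-fold and lists 12 gene names. By ratio of group means, 11 were found here among unigenes above 0 in a control library, of which the paper names 10. A further 3 were at 0 in all control libraries, 2 of them named by the paper, which makes 14 in total. After median-of-ratios scaling the numbers are the same, and after rescaling to the same sum 7 and 3 were found. With 0.5 added to the RPKM, at most 1 has a fitted change above 8-fold.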

Other observations

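All of the tests in this part were chosen after the result was seen, and no biological explanation was tested apart from those named.

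The median log2 fold change of all tested unigenes lies below 0. After the reads of the 40 abundant unigenes were left out of the library totals, the median was 0.09, so the reads taken by the 40 abundant unigenes are a candidate explanation of the shift.

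Mn toxicity replicate 2 lies nearer the controls than the other Mn toxicity libraries. After median-of-ratios scaling, and on a log2 scale where the controls lie at 0 and the other Mn toxicity libraries at 1, its median position is 0.67 over unigenes called without it, the 40 abundant ones left out. A control library under the wrong label is argued against, since control libraries left out in the same way had positions of 0.01 to 0.02. A weaker response of these plants stays open, because the position of 0.67 is the pattern itself. Reads of control plants mixed into the library are argued against. On a linear scale the position of replicate 2 was 0.55 for rising and 0.76 for falling unigenes, which would need a share of 0.239 to 0.447 of control reads. Of unigenes with at least 50 reads in every control library, 15 stood at 0.01 or less of the control mean in replicates 1 and 3, and in replicate 2 the highest of them reached 0.013 of it. With a limit of 0.05 in replicates 1 and 3, 20 of 22 lay below the needed share, and the other 2 reached up to 0.302.

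Unigenes vary more between the Mn toxicity libraries than between the control libraries. After median-of-ratios scaling without the 40 abundant unigenes, the median SD of 30873 unigenes was 0.116 under control Mn and 0.278 under Mn toxicity, a ratio of 2.41, with the larger SD under Mn toxicity for 81.2%. This argues against the reads of the abundant unigenes as the cause of the spread. Mn toxicity replicate 2 alone is argued against too, since the median difference between replicates 1 and 3 is 2.49 times the largest median difference of a control pair. Differences between the plants of the 3 Mn toxicity libraries and differences in their handling stay open and were not tested.

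About 49.9% of the listed unigenes are at 0 in all 6 libraries. A minimum number of reads required by the authors for single values is argued against, as 9959 values of 1 read occur among unigenes above 0 in at least 4 libraries. Whether a limit was set on the sum over libraries was not tested, and why unigenes at 0 are listed stays open.

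The counts of called unigenes were set beside those of the other splits of the 6 libraries into 3 and 3. The real split was the 1 of 10 with the largest count for the DEGs in total, the up-regulated and the down-regulated DEGs, and the unigenes of Tables S3, S4, S5, S6 and S7 called in the direction of the paper. With 10 splits the share cannot be below 0.1, so this comparison alone cannot exclude chance for any of these counts. For transcription factors with a fitted change above 8-fold, 10 of 10 splits gave a count as large as the real one, which decides nothing, since the fitted log2 fold changes of the real split lie at 2.65 or below.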
